# Sex and age differences in the expression of liver microRNAs during the life span of F344 rats

**DOI:** 10.1186/s13293-017-0127-9

**Published:** 2017-02-03

**Authors:** Joshua C. Kwekel, Vikrant Vijay, Tao Han, Carrie L. Moland, Varsha G. Desai, James C. Fuscoe

**Keywords:** Sex difference, Age difference, Liver, miRNA expression

## Abstract

**Background:**

Physiological factors such as age and sex have been shown to be risk factors for adverse effects in the liver, including liver diseases and drug-induced liver injury. Previously, we have reported age- and sex-related significant differences in hepatic basal gene expression in rats during the life span that may be related to susceptibility to such adverse effects. However, the underlying mechanisms of the gene expression changes were not fully understood. In recent years, increasing evidence for epigenetic mechanisms of gene regulation has fueled interest in the role of microRNAs (miRNAs) in toxicogenomics and biomarker discovery. We therefore proposed that significant age and sex differences exist in baseline liver miRNA expression, and that comprehensive profiling of miRNAs will provide insights into the epigenetic regulation of gene expression in rat liver.

**Methods:**

To address this, liver tissues from male and female F344 rats were examined at 2, 5, 6, 8, 15, 21, 52, 78, and 104 weeks of age for the expression of 677 unique miRNAs. Following data processing, predictive pathway analysis was performed on selected miRNAs that exhibited prominent age and/or sex differences in expression.

**Results:**

Of the 314 miRNAs found to be expressed, 214 were differentially expressed; 65 and 212 miRNAs showed significant (false discovery rate (FDR) <5% and ≥1.5-fold change) sex- and age-related differences in expression, respectively. Thirty-eight miRNAs showed 2-week-specific expression, of which 31 miRNAs were found to be encoded within the Dlk1-Dio3 cluster located on chromosome 6. This cluster has been associated with tissue proliferation and differentiation, and liver energy homeostasis in postnatal development. Predictive pathway analysis linked sex-biased miRNA expression with sexually dimorphic molecular functions and toxicological functions that may reflect sex differences in hepatic physiology and disease. The expression of miRNAs (miR-18a, miR-99a, and miR-203, miR-451) was also found to associate with specific sexually dimorphic hepatic histopathology. The expression of miRNAs involved in regulating cell death, cell proliferation, and cell cycle was found to change as the rats matured from adult to old age.

**Conclusions:**

Overall, significant age- and sex-related differences in liver miRNA expression were identified and linked to histopathological findings and predicted functional pathways that may underlie susceptibilities to liver toxicity and disease.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13293-017-0127-9) contains supplementary material, which is available to authorized users.

## Background

The liver plays a crucial role in metabolizing food and drugs, and thus is of great toxicological importance. Physiological factors such as age and sex have been suggested as risk factors for liver diseases and drug-induced liver injury (DILI). For example, anti-epileptic drugs, such as carbamazepine and valproate, have been associated with age-dependent susceptibilities to adverse effects [1, 2]. Elderly patients who take carbamazepine showed an increased risk for adverse liver reactions [3, 4], whereas younger patients taking valproate show increased risk for hepatotoxicity [5]. In addition, other drugs, including erythromycin, halothane, isoniazid, nitrofurantoin, and flucloxacillin, have recently been associated with age-dependent increases in adverse liver effects [6].

Moreover, sex-related differences in susceptibility to DILI have been observed. For example, female patients show increased incidence of anesthesia-related DILI compared to males [7]. This sex-bias for anesthesia-related DILI was also demonstrated in a mouse model, which was further linked to an estrogen-dependent pro-inflammatory response involving IL-6 suppression of regulatory T-cells [8]. Clinical and epidemiological studies suggest that females show more sensitivity to adverse events after taking acetaminophen [9, 10], and evidence supporting a general female-bias in DILI has recently been reviewed [11]. However, a precise mechanism for the sex difference is not clearly understood. Several other drugs exhibit sex-biased sensitivities to DILI, but it is not clear whether males or females show more sensitivity to DILI in general [12–14], suggesting the sex bias may be drug-dependent. Establishment of the underlying molecular basis for such age- and sex-related susceptibilities to toxicities or diseases will enable safer use of such drugs.

We have previously reported marked age- and sex-related differences in basal hepatic gene expression in rats [15]. Differential expression was observed for over 3500 genes in a variety of different pathways. It is recognized that messenger RNA (mRNA) expression is under the control of various transcriptional and post-transcriptional mechanisms. miRNAs are short, non-coding RNAs of 19–23 nucleotides in length that regulate gene expression, typically by translational repression of target mRNAs [16–19]. A single miRNA may target a variety of mRNA transcripts and single transcripts may be targeted by multiple miRNAs; thus, their role in mRNA regulatory networks is complex. miRNAs have been shown to influence diverse biological pathways and functions, with a prominent role in various cancers [20, 21]. Furthermore, miRNA biomarkers have shown promising utility in distinguishing cancer types [22], detecting various tissue injuries [23, 24], and making predictions regarding disease outcomes [25]. Altered miRNA expression has been reported in response to liver diseases and injuries, including hepatitis C infection [26], non-alcoholic fatty liver disease (NAFLD) [27], and DILI [28, 29]. Recent studies suggest that miRNAs may play an important role as biomarkers and tools in toxicogenomics [30–32].

A few miRNAs have been shown to exhibit age- [33–35] and sex-dependent [36] patterns of expression. miR-34a was among the first miRNAs to be characterized for its role in aging and longevity in *C. elegans* [37, 38]. miR-34a is a downstream target of p53 and its expression correlates positively with age [39]. Similarly, increased liver expression of miR-93, miR-214, and miR-669c has been correlated with age. These miRNAs target glutathione-S-transferases, which are crucial in protecting against DILI-related oxidative stress [40]. Li et al. [33] have also shown age-dependent increases in the expression of miR-34a and miR-93, and that these miRNAs target Mgst1, Sirt1, and Nrf2, three genes that encode proteins important in the defense against oxidative stress, a common feature in DILI. These studies demonstrate the influence of miRNAs on pathways related to DILI in an age-dependent manner and thus may help develop a fuller understanding of age-related susceptibilities to drug toxicities.

The roles of miRNAs in sexually dimorphic physiology and diseases have recently been reviewed [36]. Sex differences in expression can be regulated through both genetic factors (e.g., X-chromosome encoded miRNAs) and hormonal factors (e.g., sex steroids) [41]. The primary direct regulator of sex differences in gene expression in young adult and adult liver is growth hormone [42]. In a carbon tetrachloride-induced liver fibrosis mouse model, females exhibited protection against fibrosis compared to males, which was associated with miR-29 family members. The miR-29 family members are induced by estrogen and reduce fibrosis by inhibiting expression of collagens [43]. Additionally, male-biased expression of miR-216a via the androgen pathway has been reported in early hepatocarcinogenesis [44]. miR-216a has been shown to target and decrease levels of Tslc1, whose expression is decreased in a number of tumors [45], thus implicating the sex-biased expression of miR-216a in carcinogenesis. Taken together, there is evidence to suggest potential roles for miRNAs in age- and sex-related susceptibilities to liver diseases and toxicities.

Currently, no comprehensive reports characterizing sex and age differences in miRNA expression in rat liver tissue are available. In the present study, whole genome expression profiles of miRNA in the liver of male and female F344 rats during the life span were measured. Results showed substantial sex and age differences in basal liver miRNA expression levels that may have a role in regulating expression of genes associated with hepatic proliferation and differentiation, fibrosis, and steatosis. These data will facilitate a better understanding of epigenetic regulation of sex- and age-related differences in hepatic gene expression and will help elucidate the molecular basis underlying differential susceptibilities to toxicities at different stages of life and between the sexes.

## Methods

### Animal study

All tissue samples came from a previously described study [15] and were maintained at −80 °C prior to utilization in the present project. Briefly, F344 rats were obtained from the National Center for Toxicological Research (NCTR) rat breeding colony. Male and female animals were euthanized at 2, 5, 6, 8, 15, 21, 52, 78, and 104 weeks of age as previously described. Female estrus cycles were not evaluated or synchronized. Animal care and procedures were approved by the NCTR Institutional Animal Care and Use Committee. Animals were housed in polycarbonate cages with hardwood chip bedding, two per cage, at 23 °C with a relative humidity of approximately 50%. Rats were euthanized at the same circadian time of day (between 0900 and 1100) by carbon dioxide asphyxiation. Liver tissue sections from rats aged 52, 78, and 104 weeks of age were collected for histological evaluation (Fig. 7). Tissue sections were placed in 10% neutral buffered formalin followed by standard paraffin embedding, sectioning, and hematoxylin and eosin staining. Liver sections were evaluated for lesions, including basophilic foci, hemorrhage, hyperplasia of the bile duct, hepatocyte hypertrophy, lymphocyte infiltration, chronic active inflammation, necrosis, portal vein thrombosis, and hepatocyte cytoplasmic vacuolization by staff board-certified pathologists. Each lesion was graded for severity using the following scale: 1 = minimal, 2 = mild, 3 = moderate, and 4 = marked. Liver sections were not examined in the younger rats because lesions are only generally found in older rats [46]. Contemporaneous National Toxicology Program studies, using F344 rats from the same source and living in the same environmental conditions at NCTR (including feed) found no basophilic foci, hyperplasia of the bile duct, or hepatocyte cytoplasmic vacuolization in rats of 6–7 weeks of age (0/12 males and 0/12 females) and rats of 17–18 weeks of age (0/24 males and 0/24 females) [47].

**Fig. 1:**
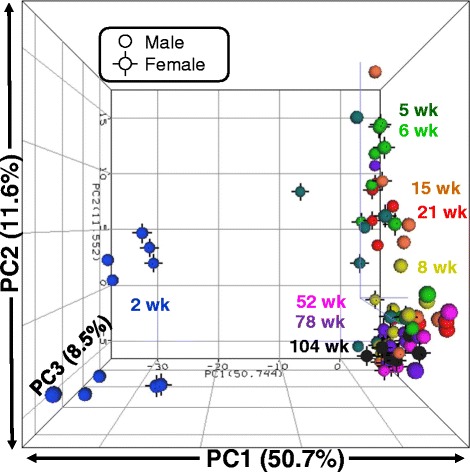
PCA plot of differentially expressed miRNA profiles of 88 rat liver samples. Normalized log2 intensity values for 214 miRNAs that were differentially expressed by age and/or sex in livers of rats of nine ages and both sexes are plotted. Each *sphere* represents the composite DEM profile from a single animal. *Colors* represent age groups. *Black vertices* indicate female animals; males have none

**Fig. 2:**
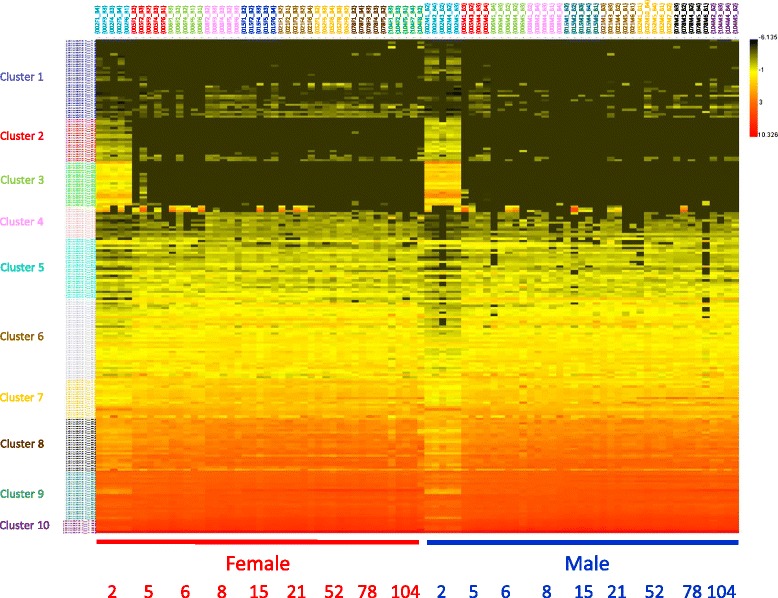
Heatmap of *k*-means cluster analysis of 214 differentially expressed miRNAs in 88 rat liver samples. Normalized log2 intensity values for 214 miRNAs that were differentially expressed by age and/or sex in liver of rats of nine ages and both sexes were used for *k*-means cluster analysis where *k* = 10 clusters. Intensity scale is shown on the upper right with *red* indicating high expression and *black* indicating low expression. Clusters are identified on the *left* and miRNAs identified in Additional file 2. Age (in weeks) is along *bottom*.

**Fig. 3:**
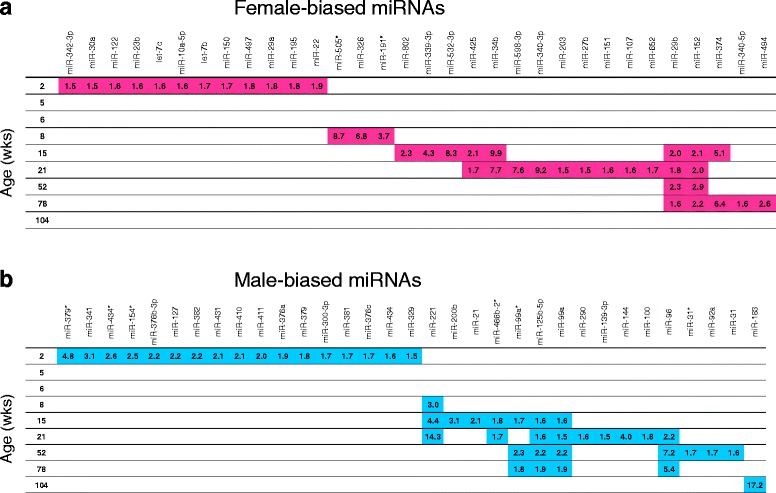
Sex-biased miRNA expression at nine ages in the livers of rats. Sex-biased miRNAs are displayed along the *horizontal axis* for females (**a**) and males (**b**). Age of the rats is shown on the *vertical axis. Numbers* indicate fold-difference in expression of the indicated miRNA, female/male (**a**) and male/female (**b**).

**Fig. 4:**
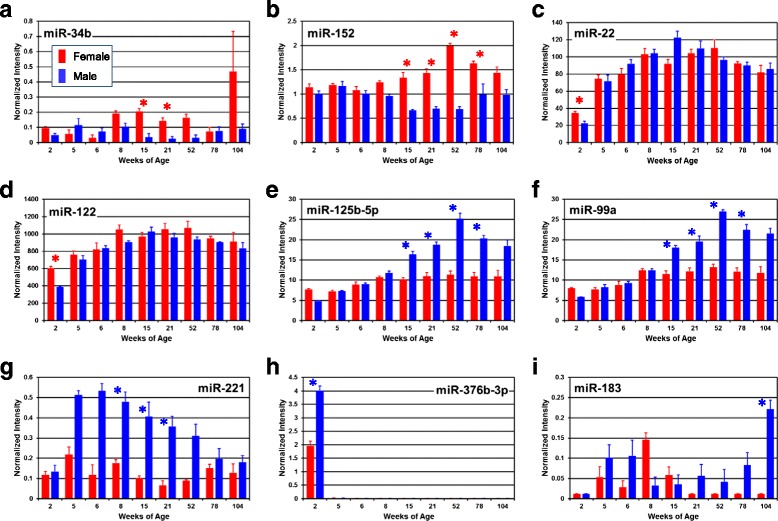
Individual miRNA expression profiles. The expressions of DEMs exhibiting significant differential expression by sex and/or age are plotted (**a–i**). *Y-axis* represents normalized intensity level; *X-axis* represents age in weeks. *Red* and *blue* bars represent female and male group averages, respectively, with standard errors of the means shown. An *asterisk* indicates ages at which a significant sex difference (≥1.5-fold change and *t* test with FDR <5%) is present

**Fig. 5:**
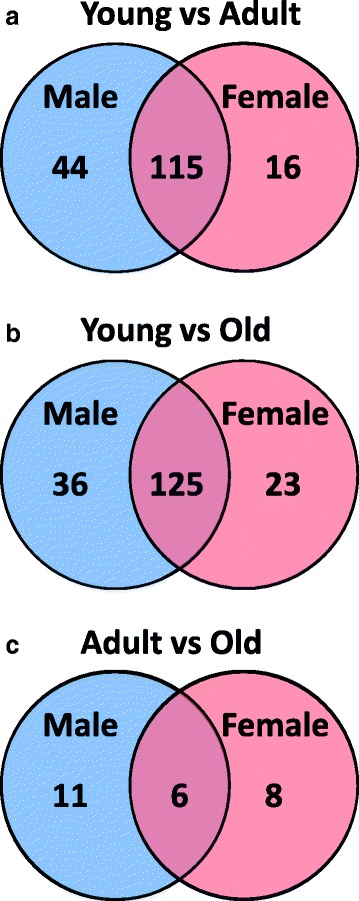
Age differences in expression of miRNAs. Venn diagrams showing the number of differentially expressed hepatic miRNAs between different age groups of male (M) and female (F) rats. **a** Differences and commonalities between young (Y; 2 weeks of age) and adult (A; 5–21 weeks of age). **b** Differences and commonalities between young (Y) and old (O; 52–104 weeks of age). **c** Differences and commonalities between adult (A) and old (O)

**Fig. 6:**
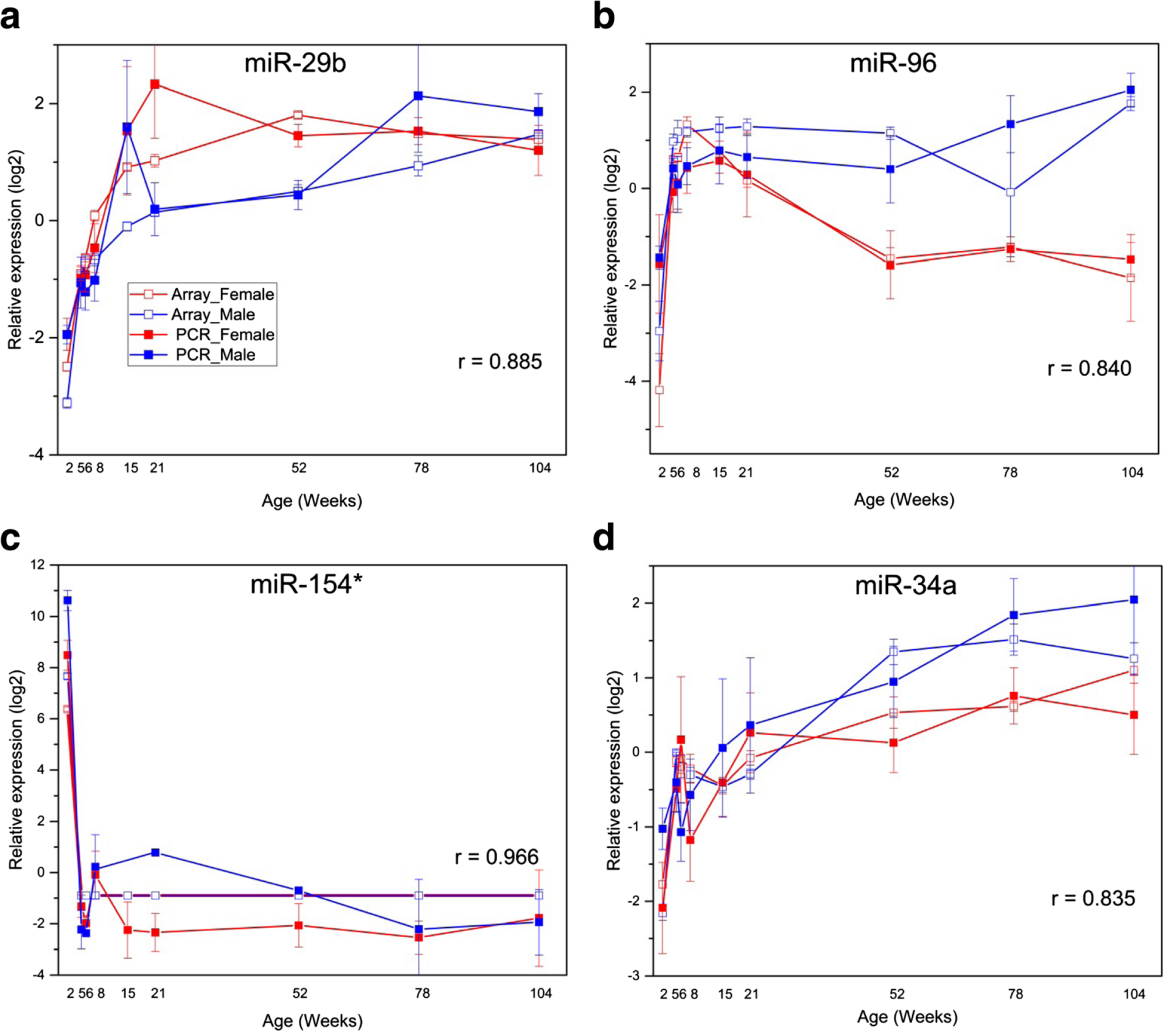
Quantitative PCR verification of microarray results. The expression of select miRNAs was evaluated by Taqman quantitative PCR (qPCR) (**a–d**). The *y-axis* represents relative miRNA expression; the x-axis represents age of rat when euthanized. The *red* and *blue lines* represent female and male, respectively (■: PCR; □: microarray). Standard errors of the means are shown at each age except for MiR-154* (panel **c**) where it was undetectable in some assays. The Pearson correlation coefficient (*R*) is listed in the figure to show the concordance between the two methods

**Fig. 7:**
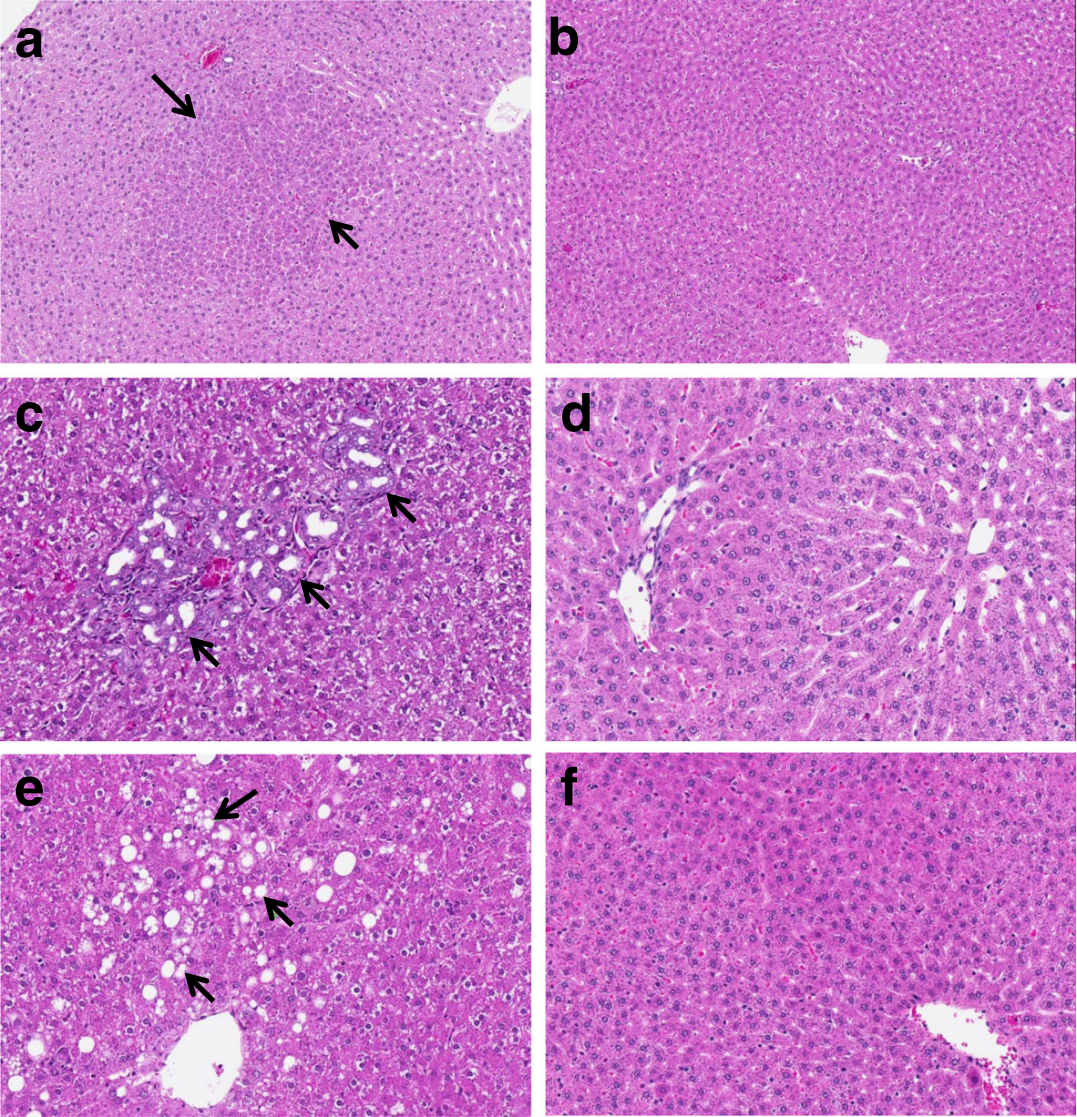
Histopathological assessment of sex-biased hepatic lesions. Liver sections (hematoxylin and eosin stained) from male and female rats at 52, 78, and 104 weeks of age were analyzed for the presence and/or severity of basophilic foci, hyperplasia of the bile duct, and vacuolization of cytoplasm in hepatocytes. Representative images are shown of (**a**) female-biased basophilic focus from a 104-week-old female rat and (**b**) normal liver from a similar area of a 104-week-old male rat; (**c**) male-biased hyperplasia of the bile duct (minimal) from a 52-week-old male rat and (**d**) normal liver from a similar area of a 52-week-old female rat; (**e**) male-biased vacuolization of cytoplasm (mild) in hepatocytes from a 52-week-old male rat and (**f**) normal liver from a similar area of a 52-week-old female rat. *Arrows* point to histopathological features

### RNA isolation

Total RNA including the small RNA fraction were isolated from ~30 mg frozen liver tissue that was ground to a powder in liquid nitrogen and homogenized as previously described [15] following the manufacturer’s protocol (Qiagen miRNeasy Mini Kit, Qiagen Inc. Valencia, CA, USA). RNA samples were evaluated spectrophotometrically on a Nanodrop-1000 (ThermoFisher Scientific, Waltham, MA, USA) by measuring the optical density at 260 nm. RNA quality of each sample was subsequently evaluated on RNA 6000 LabChips using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). RNA samples with RNA integrity numbers (RINs) greater than 8.0 were used in miRNA microarray experiments; the average RIN was 8.6.

### Microarray experiments

Comprehensive miRNA expression profiling was performed using single color (Cy3) Agilent Rat 8x15k miRNA (version 16) microarrays and labeling reagents according to the manufacturer’s protocol as previously described [34]. A total of 88 arrays were used (*n* = 5 rat liver RNA samples for all groups, except 5- and 104-week-old males, where *n* = 4 rat liver RNA samples). 100 ng of total RNA, including the small RNA fraction, was used as input. Agilent spike-in controls were used to evaluate both labeling and hybridization efficiency, and all were within acceptable ranges. BioRad Micro Bio-Spin 6 columns were used to purify labeled probe (BioRad Life Science Research, Hercules, CA) according to manufacturer’s recommendation. Samples were processed on four separate days (four batches). To reduce possible batch effects, samples from each age-sex group were randomized among the four batches so that samples from each group were processed in three or four of the batches, with the exception of the 8 week old female group which was processed in two batches. Hybridized miRNA microarrays were then scanned on an Agilent DNA Microarray Scanner (Agilent Technologies) according to the manufacturer’s instructions.

### Microarray data processing

The procedure for processing the miRNA microarray data in the current liver data set is identical to the procedure used in the previously published kidney miRNA microarray data set [34]. This procedure and details pertinent to the liver data are described below for reference. Microarray images (TIF) were analyzed using Feature Extraction (FE) software (V10.7) from Agilent for preliminary image quality control evaluations which utilized the labeling and hybridization spike-in probes and features. FE quality control metrics for each slide were within the ranges designated as “good” or “excellent”. Raw median intensities were calculated for each replicate probe (*n* = 20 for each miRNA) in FE and used to generate a single value (Total Gene Signal, TGS) for each miRNA. Individual data files were generated in FE for each array (88 total files). The 88 individual files were combined into a single file containing TGS data for each array. TGS values of 0.1 represent a placeholder indicating miRNA signal below the level of detection for the assay, equivalent to “not expressed”. Values of 0.1 were subsequently replaced by the global minimum intensity value (1.84) across all arrays. A single file containing processed TGS values was used as input for further processing in SAS 9.3 (SAS Institute Inc., Cary, NC). SAS was used to remove control spots and target spot redundancy/replication. The Agilent Rat 8x15k miRNA microarray (v16) contains 15,744 array spots; 2204 control spots were removed, leaving 13,540 spots of target miRNA probes (677 unique miRNAs x 20 replicates per miRNA). Redundant replicates containing identical TGS values were removed for each miRNA, resulting in data for 677 unique miRNAs. The 363 non-expressed miRNAs (miRNAs with original unprocessed TGS values of 0.1 across all arrays) were discarded, leaving 314 unique miRNAs expressed in at least one rat liver sample. The TGS values (raw intensities) of these 314 “expressed” miRNAs were then transformed to log2 values in SAS followed by 75^th^ percentile normalization.

To prevent generating false fold differences from placeholders, transformed 1.84 values were replaced by 0.012 (lowest transformed value among all samples with measured values).

### Microarray statistical analysis

Statistical analysis was performed in SAS using a generalized linear model procedure (proc glm). *Model* (RandommodelANOVA) and *estimate* statements were used to perform ANOVA and pairwise comparisons using least square method to measure the significance of group differences using log2 intensities as the dependent variable and age or sex as independent variables. Significant age differences in miRNA expression were calculated separately for males and females. Significant sex differences in miRNA expression were calculated at each age. The ANOVA *p* value and *p* value from pairwise tests were adjusted to false discovery rate (FDR). The magnitude of group differences was calculated as the difference of average log2 intensities; the anti-log of the resulting value was used as the fold change value between groups. When group absolute fold changes were greater than or equal to 1.5 and FDR for ANOVA as well as pairwise tests were significant (*p* < 0.05), miRNAs were determined to be differentially expressed by age. Differential expression by sex was determined using absolute fold changes greater than or equal to 1.5 between sexes of the same age and a pairwise *t* test with FDR < 5%. Normalized intensity values (normalized TGS) were subsequently uploaded into ArrayTrack [48], the Food and Drug Administration’s relational database for genomic data storage, processing, analysis, and visualization that was created at NCTR [49]. ArrayTrack is available for free [50].

Principal component analysis (PCA) and *k*-means cluster analysis were performed in ArrayTrack on log2-transformed, normalized intensity values.

Raw expression data, as well as processed data, were deposited in Gene Expression Omnibus (Accession ID: GSE65169).

### Taqman qPCR experiments

Quantitative PCR (qPCR) experiments were carried out using Taqman miRNA assays. 5 ng of total RNA from each sample (*n* = 5 per group) was used in a 15-μl reverse transcription reaction using the Taqman miRNA Reverse Transcription Kit (Life Technologies, Grand Island, NY) along with miRNA-specific primers according to manufacturer’s protocol. The reverse transcription product (1.33 μl) was subsequently used in a 20-μl Taqman MicroRNA Assay reaction with predesigned miRNA-specific probes. The qPCR reactions were performed in MicroAmp Optical 384-well reaction plates on the ABI 7900HT real-time PCR detection system (ThermoFisher). Taqman assays were performed for miR-154* (Assay ID: 000478), miR-29b (Assay ID: 000413), miR-96 (Assay ID: 000186), and miR-34a (Assay ID: 000425) due to their age- and/or sex-related expression differences. U6 snRNA (Assay ID: 001973) was used as endogenous control in the Taqman assay and ∆Ct was further normalized to the global average of each miRNA using the ∆∆Ct method. The average log2 relative expression per group of qPCR and microarray data are displayed for miR-29b, miR-34a, miR-96, and miR-154* such that the global average expression for qPCR (*n* = 5) and microarray data (*n* = 4 or 5) is equal to zero. Sex differences in the qPCR data were tested for statistical significance using a simple *t* test (*p* < 0.05). Taqman qPCR and microarray expression profiles for each miRNA were compared using a Pearson correlation coefficient (*r*) in Microsoft Excel.

### miRNA pathway analysis

QIAGEN’s Ingenuity Pathway Analysis software (IPA; QIAGEN, Redwood City, CA) was used to associate differentially expressed miRNAs with their target mRNAs, and pathway analysis. Briefly, lists of differentially expressed miRNAs (using the Agilent probe identifiers) were imported into IPA, and the miRNA target filter function in IPA was used to identify their corresponding mRNA targets. The analysis was restricted to experimentally observed interactions retrieved from TarBase [51], miRecords [52], and curated peer-reviewed literature. The output of this analysis was exported as an Excel file, duplicate mRNA targets removed, and the file of mRNA targets uploaded to IPA. These lists of target mRNAs were then examined for over-representation in biological pathways curated in IPA using the Core Analysis option. All settings were default settings except the species selected was rat. Molecular and cellular functions, as well as physiological system development and function under the diseases and functions tab were identified. Tox functions, including only hepatotoxicity, were examined as well. Pathways and functions were considered significant if there were at least three mRNAs in the pathway/function, and Fisher’s exact test *p* value was less than 10^−3^. The analysis was limited to rat-specific data except for analysis of the 2-week-specific expression class where the more abundant human data was included.

## Results

### Hepatic miRNA profiles change during the rat life span

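Liver miRNA from Fischer rats was hybridized to one-colour Agilent rat miRNA arrays, with 1 liver on each array. The ages were 2 weeks, then 5, 6, 8, 15 and 21 weeks, and then 52, 78 and 104 weeks. The 88 arrays comprised 45 females and 43 males, with 5 livers for each age and sex except 4 for males of 5 and of 104 weeks of age, and this number limits the precision of every group value. Each array carried 13540 target spots, 20 for each miRNA, and no target spot was saturated on any array. The authors read the spot intensities with Feature Extraction software and deposited, for each array, the total gene signal of each miRNA as a linear intensity, with 0.1 in place of the signal where the miRNA was not detected. As the paper's methods describe, the signal of each array was divided by its 75th percentile over the expressed miRNAs and log2-transformed. Undetected values were set on every array to a normalized intensity of 0.0120, the lowest that was measured on any array. The values made in this way were compared with the authors' deposited normalized table, and of 15763 detected values 1 differed by more than 0.01 percent. Groups were compared with limma's moderated test, which shares the estimate of the spread between miRNAs, with Benjamini-Hochberg adjustment and a minimum difference of 1.5-fold. Scan times in the deposited files divided the arrays into 5 scans of 1, 13, 30, 28 and 16 arrays on 13 slides, and the comparisons were also computed with the scan as a block. The paper states that the samples were run in 4 processing batches, but its text does not assign the samples to them. The tests, the thresholds and the alternatives were chosen before the data were examined, apart from those described as chosen after seeing the values.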

The microarrays allowed examination of the expression levels of 677 unique miRNAs. More than half (363 miRNAs) showed no detectable expression at any age or sex and were removed from further analysis. The remaining 314 miRNAs showed a detectable expression level in at least one sample. 

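Among these miRNAs, 103 were detected on every array, 23 on a single array and 87 on 10 or fewer arrays. Between 134 and 255 miRNAs were detected per array, with a median of 175.5. At 2 weeks of age the number detected was 217 ± 16.1 (SD, n = 5) in females and 223 ± 35.0 (SD, n = 5) in males. At 15 weeks it was 186 ± 12.8 (SD, n = 5) in females and 155 ± 7.37 (SD, n = 5) in males (exact permutation test, two-sided, p = 0.00794), a difference larger than the spread between arrays. At 104 weeks it was 171 ± 15.6 (SD, n = 5) in females and 188 ± 16.5 (SD, n = 4) in males (exact permutation test, two-sided, p = 0.175). At 15 weeks the median 75th percentile of the signal was 66.3 in females and 37.1 in males, so a technical source of the difference in number detected stays open. The tests of the number detected at 15 and 104 weeks were chosen after seeing the results, and the other ages were not tested. In females and males the numbers (SD, n = 5) were 187 ± 11.3 and 160 ± 13.5 at 8 weeks, and 179 ± 14.0 and 161 ± 20.8 at 21 weeks. They were 186 ± 9.18 and 164 ± 17.0 at 52 weeks, and 190 ± 12.7 and 164 ± 16.8 at 78 weeks. The means were 182.6 and 185.5 at 5 weeks and 165 and 162.8 at 6 weeks. The 75th percentile of the signal, by which each array was scaled, ranged from 28.1 to 289 with a median of 62.1. The lowest detected normalized intensity of an array had a median of 0.0434 over the arrays, 3.61 times the value that stood for an undetected miRNA. A fold difference against a group without a detected array is therefore given as a lower bound, taken against the lowest detected intensity of each array.

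**Figure D1:**
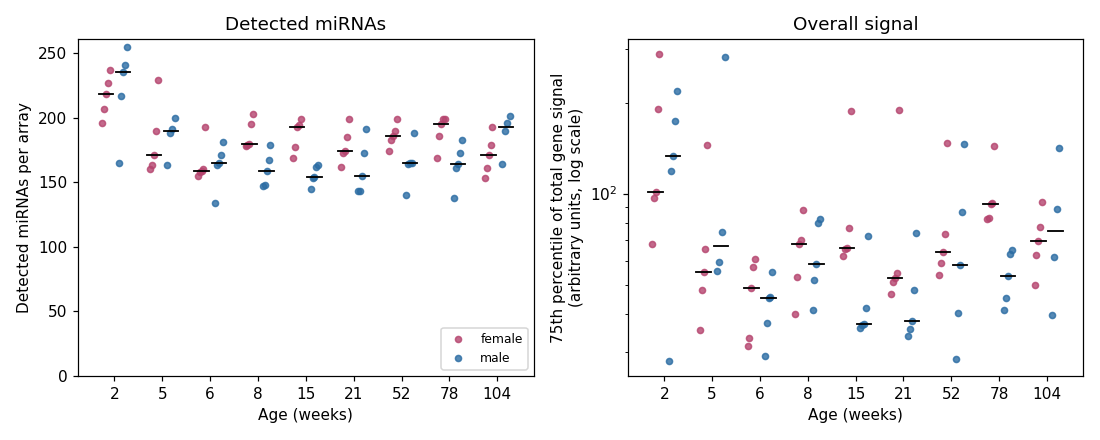
Number of miRNAs detected on each array and the 75th percentile of its signal (intensity), by age in weeks and by sex, with 1 point per array and lines at the group medians. The number detected ranged from 134 to 255 and the 75th percentile from 28.1 to 289.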

An ANOVA with an FDR <5% was used to identify age-dependent differences in the expression of the 314 expressed miRNAs in males and females, independently. 

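Differences between the 9 ages were tested within each sex with limma's F test, followed by the 36 pairwise contrasts between ages, each adjusted over the expressed miRNAs. A total of 180 miRNAs differed by age in females and 170 in males. Of the 212 miRNAs that differed in at least 1 sex, 138 differed in both. With any 1 array left out, the number in at least 1 sex stayed between 208 and 216. The alternative that moved this number most was to put the raw minimum in for undetected miRNAs before scaling, which gave 247. With the scan as a block, the numbers were 176 in females, 171 in males and 212 in at least 1 sex.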

Subsequently, post hoc multiple comparisons tests (*p* < 0.05) with a fold change ≥1.5-fold between age groups, identified 176 and 171 miRNAs that showed differential expression by age in females and males, respectively, for a total of 212 age-affected miRNAs in either sex (Additional file 1). miRNAs showing significant sex differences were identified by comparing males and females at each age using a pairwise *t* test with FDR < 5% and fold change ≥1.5 between the sexes. The application of these criteria identified 65 unique miRNAs that showed sexually dimorphic expression in at least one age. 

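The comparison of the sexes at each age with limma called 117 miRNAs at 1 or more ages, with the spread estimated over all 88 arrays. Of these, 62 were female-biased and 59 male-biased. The 4 miRNAs that were female-biased at one age and male-biased at another were miR-21, miR-31, miR-125b-5p and miR-183, of which miR-21 and miR-31 were singled out after their values were seen. The alternative that moved the total most was normexp background correction, with 22 miRNAs. The division between the sexes depended on the scaling. It was 47 female-biased and 68 male-biased miRNAs when the 75th percentile was taken over the miRNAs detected on all arrays, and 20 and 130 when it was taken over all miRNAs of the array. On 36 arrays the latter percentile was the value for an undetected miRNA, so that these arrays were scaled by a constant and not by their signal. A t-test on each age's own arrays, as in the paper's methods, gave 90 miRNAs. With the scan as a term in that t-test, chosen after seeing the values, the number was 61. With any 1 array left out, the limma total stayed between 103 and 122.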

In combination, a total of 214 miRNAs (Additional file 2) were differentially expressed by age and/or sex with 63 miRNAs showing both age and sex differences. These 214 miRNAs were used in further analyses. 

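With the calls by age and the calls by sex combined, 227 miRNAs were differentially expressed. Among the sex-biased miRNAs, 102 (87.2%) also differed by age in at least 1 sex and 15 did not. With any 1 array left out, the combined number stayed between 216 and 230.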

The expression of more miRNAs was impacted by age than sex, and most sex-related differentially expressed miRNAs (DEMs; 97%; 63/65) also showed an age effect.

PCA, utilizing the expression profiles of these 214 DEMs, was used to evaluate the relationships among the 88 liver samples (Fig. 1). PC1 accounted for a large proportion of the variability (50.7%). 

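In the principal component analysis of the 227 miRNAs called here, with log2 values centred and not scaled, PC1 held 48.1%, PC2 11.3% and PC3 9.07% of the variance (jackknife SD of the PC1 share 7.05). With the paper's own list of miRNAs the shares were 50.7%, 11.6% and 8.47%, and the first of these equals the share printed in the paper. The PC1 share fell to 37.7% with all expressed miRNAs and rose to 57.6% with the mean processed signal. It stayed between 45.5% and 49.3% with any 1 array left out. The 227 miRNAs were called for differences by age or sex. Permutation tests of the scores by age or sex are therefore not independent of that selection.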

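On PC1, the arrays of 2 weeks of age had a mean score of 32.0 ± 3.75 (SD, n = 10) and the arrays of 5 to 104 weeks a mean score of -4.10 ± 1.94 (SD, n = 78). The lowest score at 2 weeks was 26.3 and the highest at any later age 6.71, so no later array reached the 2-week arrays. The scans that held 2-week arrays, 2 to 5, each held later arrays as well.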

Individual animals generally divided into two groups consisting of 2-week-old animals (Fig. 1; blue) and all remaining age groups, suggesting a distinct miRNA expression pattern at 2 weeks of age. 

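On PC2, the arrays of 52 to 104 weeks had a mean score of 3.4 ± 3.69 (SD, n = 29) and those of 5 to 21 weeks a mean score of -2.26 ± 6.00 (SD, n = 49) (permutation test, two-sided, p = 4e-05). The ranges overlapped, from -9.57 to 7.80 in the older arrays and from -16.6 to 8.03 in the younger ones, and 27 of the 29 older arrays lay above the younger arrays' median. The older and younger arrays' mean scores were -0.37 and -3.58 within scan 2, 3.23 and -3.47 within scan 3, 4.20 and -1.99 within scan 4, and 4.90 and 1.92 within scan 5. Scan 1 held 1 array. Of the squared PC2 loadings, 59.7% fell on 4 miRNAs of skeletal muscle (miR-1, miR-133b, miR-206 and miR-499). Without them, the older and younger arrays' mean PC2 scores were 1.77 and -1.10 (permutation test, two-sided, p = 0.0221), and the older minus younger differences within scans 2 to 5 were -0.20, 3.52, 2.53 and 2.58.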

The 5 to 104 week age group subdivided slightly between 5 and 21-week-old animals and 52 to 104-week-old animals. 

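At 2 weeks of age, the 5 males had PC1 scores between 35.0 and 35.8 and the 5 females scores between 26.3 and 30.3. The means were 35.3 ± 0.336 (SD, n = 5) and 28.6 ± 1.89 (SD, n = 5), a difference larger than the spread between arrays (exact permutation test, two-sided, p = 0.00794, the smallest that 5 arrays against 5 allow). The 2-week sexes differed by less than the spread between arrays on PC2 (exact permutation test, two-sided, p = 0.476) and on PC3 (exact permutation test, two-sided, p = 0.365).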

Within the 2-week-old group of animals, a slight but consistent division between males (on the left) and females (on the right) was observed. Aside from this slight sexually dimorphic pattern at 2 weeks of age, the remaining age groups showed little to no evidence of sex differences in the PCA plot.

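From 5 to 104 weeks of age, the mean PC1 score was -4.24 ± 1.58 (SD, n = 38) in males and -3.97 ± 2.25 (SD, n = 40) in females (permutation test, two-sided, p = 0.565). The mean PC2 score was -1.38 ± 5.46 (SD, n = 38) in males and 1.01 ± 6.16 (SD, n = 40) in females (permutation test, two-sided, p = 0.0732). Of the variance of the PC3 scores among these arrays, 39.6% lay between scans and 16.8% between the sexes. The shares between the sexes were 0.487% on PC1 and 4.13% on PC2. The PC3 scores of these arrays had a Pearson correlation of -0.822 and a rank correlation of -0.782 with the number of miRNAs detected. Their difference between the sexes was not tested.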

After establishing the global relationships between groups and replicates, *k*-means cluster analysis was used to visualize patterns among the individual miRNA profiles using the 214 DEMs (Fig. 2; cluster members are shown in Additional file 2). An initial number of *k* = 10 clusters was used as an estimate of the number of large-scale expression profiles present within the miRNA data. Three trends in the *k*-means cluster analysis were observed. First, miRNAs generally clustered according to normalized expression level, with highly expressed miRNAs grouping with other highly expressed miRNAs (e.g., clusters 8–10), and low/medium expressed miRNAs with others showing low/medium expression (e.g., clusters 1, 4, 5, and 6). 

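With each miRNA's log2 normalized intensity averaged over all arrays, 98.3% of the variance between the miRNAs' mean levels lay between the paper's clusters. The mean log2 intensity rose from -5.86 in cluster 1 to 6.75 in cluster 10. The miRNAs of clusters 7 to 10 were detected on every array, whereas 20.8% of the values in cluster 1 were detected.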

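In clusters 4 to 10 of the paper, the cluster mean at 2 weeks of age lay below that of the later ages in both sexes. The difference in log2 intensity ranged from -0.50 in cluster 4 to -1.48 in cluster 10 in males, and from -0.24 in cluster 4 to -0.88 in cluster 8 in females. These 2-week differences are relative to the arrays' scaling, because the mean log2 intensity of the miRNAs detected on all arrays was itself 0.91 ± 0.08 (SD, n = 5) in 2-week males and 1.27 ± 0.08 (SD, n = 5) in 2-week females, and 1.69 ± 0.05 (SD, n = 5) or more in the other groups.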

Secondly, miRNAs generally maintained stable expression patterns across age and sex (e.g., clusters 4–10). Thirdly, clusters 2 and 3 diverged from this stable expression profile with a unique 2-week-specific expression pattern in both sexes, followed by little to no expression at subsequent ages. There were a total of 38 miRNAs in clusters 2 and 3 which exhibited a 2-week-specific expression pattern. miRNAs in cluster 3 exhibited the greatest difference in expression between 2 weeks of age and all subsequent ages. 

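The mean log2 intensity of the miRNAs of cluster 3 was 6.8 higher at 2 weeks of age than at the later ages in males and 5.93 higher in females. In cluster 2 the difference was 4.06 in males and 3.02 in females, and in cluster 1, the next among clusters higher at 2 weeks, 0.76 in males and 0.09 in females. The other 7 clusters were lower at 2 weeks, by up to 1.48 in males and 0.88 in females (clusters 10 and 8). A k-means analysis of the paper's 214 miRNAs with 10 clusters and the best of 50 starts gave 1 cluster with a 2-week mean more than 4-fold above the later ages in both sexes. It held 32 miRNAs, all of them among the paper's 38. Over 20 other random starts, between 1 and 4 such clusters were found, which together held between 28 and 38 of the paper's 38 miRNAs.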

Within cluster 3, male and female animals, on average, showed a 28- and 53-fold difference, respectively, in expression between 2 weeks of age and all subsequent ages. Thus, *k*-means cluster analysis helped identify specific miRNAs that account for the prominent age differences observed in the PCA.

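Averaged on the log2 scale over the 19 miRNAs of cluster 3, the 2-week intensity was 112-fold that of the later ages in males and 61.0-fold in females. Single miRNAs ranged from 51.8-fold to 379-fold in males and from 25.8-fold to 155-fold in females. These folds depend on the value that stands for an undetected miRNA. With each undetected value raised to the lowest detected intensity of its array, which was chosen after seeing the values, the means were 24.8-fold in males and 18.6-fold in females. In males 12 of the 19 miRNAs were detected on no later array, and for these the difference was at least 11.3-fold to at least 82.7-fold. In females 5 of the 19 were detected on no later array, with differences of at least 9.99-fold to at least 46.4-fold. The alternative that moved the means most was normexp background correction, with 2.05-fold in males and 1.63-fold in females.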

### Sex differences in expression of miRNAs

Sex different expression of miRNAs was evaluated at each age (*t* test with FDR < 5% and fold change ≥ 1.5) and shown in Fig. 3a (females) and Fig. 3b (males), along with the expression fold-differences. A total of 32 miRNAs showed significant female-biased expression at any age while 33 miRNAs exhibited male-biased expression. There was no overlap between the 32 female-biased miRNAs and the 33 male-biased miRNAs. While most of the sex-biased miRNAs occurred at just a single age (54 of the 65 sex-biased miRNAs), 11 (5 female and 6 male) were present at more than one age. 

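Of the 117 miRNAs called here, 88 were sex-biased at a single age and 29 at more than 1 age. Those called at 4 or more ages were miR-125b-5p at 6 ages, miR-29b and miR-99a at 5, and miR-21, miR-152, miR-340-3p and miR-505* at 4. Of these, miR-21, miR-29b, miR-99a, miR-125b-5p and miR-152 were detected on every array of the ages at which they were called. In males, miR-505* was detected on none of the 5 arrays at 8 weeks and miR-340-3p on none at 21 weeks, against 5 of 5 female arrays in each case.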

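At 15 weeks of age the normalized intensity of miR-152 was 0.659 ± 0.0430 (SD, n = 5) in males and 1.34 ± 0.233 (SD, n = 5) in females (log2 difference, male minus female, -1.01, adjusted p = 3.55e-07 from limma). It was 0.687 ± 0.109 (SD, n = 5) in males and 1.99 ± 0.121 (SD, n = 5) in females at 52 weeks (log2 difference -1.54, adjusted p = 1.46e-13 from limma). The difference was also past the thresholds at 21 weeks (log2 difference -1.03) and at 78 weeks (log2 difference -0.84). The intensity of miR-125b-5p at 52 weeks was 25.2 ± 3.11 (SD, n = 5) in males and 11.4 ± 1.69 (SD, n = 5) in females (log2 difference 1.15, adjusted p = 5.3e-11 from limma). Its log2 differences at 15, 21, 78 and 104 weeks were 0.68, 0.79, 0.92 and 0.81, all past the thresholds. At 2 weeks of age miR-125b-5p was higher in females, with 7.67 ± 0.453 (SD, n = 5) against 4.84 ± 0.436 (SD, n = 5) in males (log2 difference -0.67, adjusted p = 2.07e-05 from limma). This 2-week difference is relative to the scaling. The miRNAs detected on all arrays were themselves lower in 2-week males (mean log2 intensity 0.91 against 1.27 in females). With the arrays scaled on those miRNAs, 3 miRNAs were female-biased at 2 weeks, against 24 in the main setting. For miR-99a the intensity at 52 weeks was 27.0 ± 0.959 (SD, n = 5) in males and 13.2 ± 1.70 (SD, n = 5) in females (log2 difference 1.04, adjusted p = 8.58e-10 from limma). Its log2 differences at 15, 21, 78 and 104 weeks were 0.66, 0.68, 0.90 and 0.91. At 15 weeks miR-99a was not past the thresholds without 1 array, that of female 4, where its log2 difference was 0.57.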

Female-biased expression of miR-29b and miR-152 occurred from 15 to 78 weeks of age while male-biased expression of miR-125b-5p and miR-99a occurred during this same age span. A single miRNA (miR-183) showed sex-biased expression at 104 weeks of age and was expressed at levels 17.2 times higher in males than females. 

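At 104 weeks of age miR-183 was detected on 4 of 4 male arrays and on none of 5 female arrays. Its normalized intensity in males was 0.221 ± 0.0453 (SD, n = 4), which is at least 4.96-fold the lowest detected intensity of the female arrays (adjusted p = 0.000346 from limma). With the scan as a block the adjusted p was 0.000556, and the difference stayed past the thresholds with any 1 array left out. At 8 weeks of age miR-183 was detected on 5 of 5 female arrays, with 0.146 ± 0.0385 (SD, n = 5), and on 1 of 5 male arrays (adjusted p = 0.0159 from limma, and 0.0832 with the scan as a block). At 78 weeks it was detected on 3 of 5 male arrays and no female array (adjusted p = 0.107 from limma). Besides miR-183, 13 miRNAs were past the thresholds at 104 weeks, with miR-96 and miR-31* among those whose arrays did not overlap between the sexes. The test of the paper's methods, on the arrays of 104 weeks alone, called 1 miRNA. For miR-31* the intensity at 104 weeks was 1.01 ± 0.0340 (SD, n = 4) in males and 0.546 ± 0.291 (SD, n = 5) in females (log2 difference 1.10, adjusted p = 0.000441 from limma). Of the 14 calls at this age, 13 were male-biased and 1 female-biased. Without the array of male 2, the calls numbered 9.

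**Figure D2:**
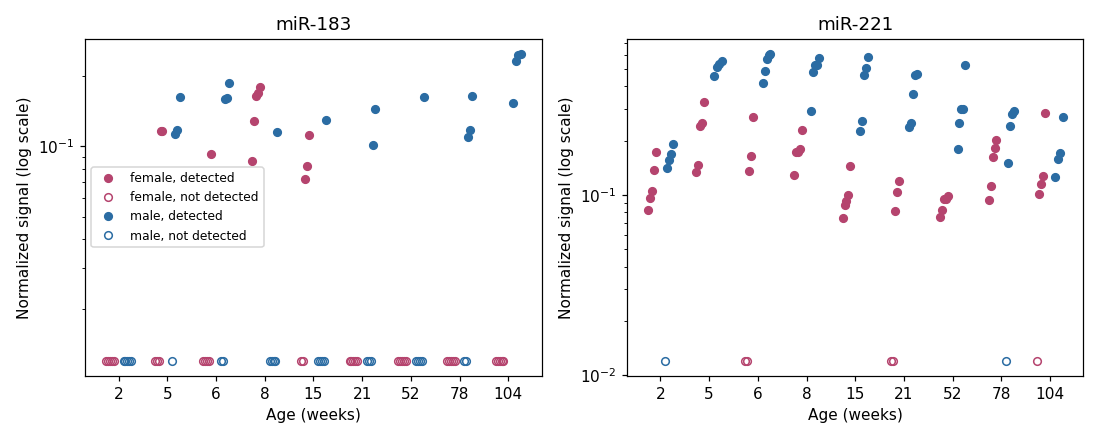
Normalized intensity (log scale) of miR-183 and miR-221 on each array by age in weeks and by sex, with open points where the miRNA was not detected. At 104 weeks miR-183 was detected on 4 of 4 male arrays and on none of 5 female arrays.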

Twenty-nine miRNAs were expressed in a sex-biased manner in 2-week-old animals (12 female-biased, 17 male-biased), with differences of 1.5- to 4.8-fold (average = 2.0-fold difference). 

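At 2 weeks of age, limma called 59 miRNAs, 24 female-biased and 35 male-biased. The differences ranged from 1.51-fold to 5.52-fold with a median of 1.96-fold, and 37 of the 59 miRNAs were detected on every 2-week array. Another 22 had at least 1 undetected array. Of the 59, 24 were detected on no later array, and for these the spread that limma took from all ages was lowered by arrays that held 1 fixed value. On the 2-week arrays alone, limma called 15 of these 24, and 42 of the 59. The division between the sexes moved with the scaling, to 3 female-biased and 46 male-biased with the 75th percentile over the miRNAs detected on all arrays, 3 and 33 with that over all miRNAs of the array (a constant on 36 arrays), and 1 and 5 with normexp background correction. Scaling on the miRNAs detected on all arrays moved the median difference of all miRNAs by 0.39 on the log2 scale towards males. The female-biased miR-29a had an intensity of 3.91 ± 0.533 (SD, n = 5) in males and 7.59 ± 0.851 (SD, n = 5) in females (log2 difference, male minus female, -0.96, adjusted p = 1.26e-09 from limma). For miR-150 the log2 difference was -0.95 and for miR-195 -0.83. Among the male-biased miRNAs, miR-379* was detected on 5 of 5 male arrays, with 0.0992 ± 0.0360 (SD, n = 5), and on 2 of 5 female arrays (log2 difference 2.46, adjusted p = 0.00125 from limma on the 2-week arrays alone). For miR-341 and miR-541, each detected on 5 male and 4 female arrays, the log2 differences were 2.20 and 2.00.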

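From 8 to 104 weeks of age, the comparison of the sexes with limma gave 16 miRNAs at 8 weeks (14 female-biased and 2 male-biased), 29 at 15 weeks (19 and 10), 19 at 21 weeks (11 and 8), 21 at 52 weeks (13 and 8) and 12 at 78 weeks (8 and 4). With the scan as a block, the numbers at these ages were 12, 32, 15, 20 and 10. The t-test of the paper's methods gave 17, 29, 13, 23 and 5. With the scan as a term in that test, chosen after seeing the values, they were 1, 15, 17, 9 and 9. Over the 9 ages there were 172 calls of a miRNA at an age with limma, of which 79 had at least 1 undetected array. Of the 43 calls of 4-fold or more, 42 had at least 1 undetected array, and with undetected values raised to the lowest detected intensity of their array 5 were still 4-fold or more. At 15 weeks, 14 of the 19 female-biased calls included male arrays on which the miRNA was not detected, and 12 of the 29 calls had no detected array in 1 sex. Female-biased calls with undetected male arrays were 8 of 14 at 8 weeks, 5 of 11 at 21 weeks, 8 of 13 at 52 weeks and 7 of 8 at 78 weeks. With the 75th percentile over the miRNAs detected on all arrays, the female-biased and male-biased miRNAs numbered 33 and 5 at 15 weeks, 8 and 12 at 52 weeks and 4 and 6 at 78 weeks. With the percentile over all miRNAs of the array they numbered 9 and 93 at 8 weeks, 7 and 6 at 15 weeks, 5 and 18 at 52 weeks and 3 and 0 at 78 weeks. That percentile was the value for an undetected miRNA on 36 arrays, so these numbers mix arrays scaled by a constant with arrays scaled by their signal. Without 1 female array at 15 weeks the total was as low as 17 (female 1). It was 8 at 8 weeks without female 4, 13 at 52 weeks without male 1, and 19 at 78 weeks without female 2. At 21 weeks it stayed between 13 and 20.

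**Figure D3:**
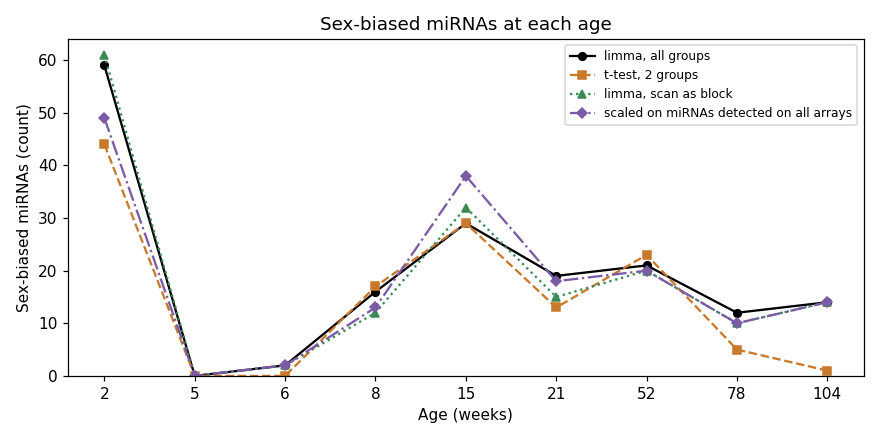
Number of sex-biased miRNAs at each age in weeks under limma, under the t-test of the paper's methods, with the scan as a block, and with the arrays scaled on the miRNAs detected on all arrays. Under limma the number was 59 at 2 weeks and 29 at 15 weeks.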

There were fewer miRNAs showing sex-biased expression at subsequent ages: 4 miRNAs at 8 weeks (3 female, 1 male), 15 miRNAs at 15 weeks (8 female, 7 male), 20 miRNAs at 21 weeks (11 female and 9 male), 9 miRNAs at 52 weeks (2 female and 7 male), and 9 at 78 weeks (5 female and 4 male). Animals between 5 and 6 weeks of age showed no significant sex-biased miRNA expression. Thus, most sex-biased miRNA expression occurred at a single age and occurred predominantly at 2 (29 miRNAs), 15 (15 miRNAs), and 21 (20 miRNAs) weeks of age. 

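At 5 weeks of age limma called 0 miRNAs, with 9 at an unadjusted p under 0.05, and the test of the paper's methods called 0. At 6 weeks limma called 2 miRNAs, with 15 at an unadjusted p under 0.05, and the test of the paper's methods called 0. The male-biased call was miR-221, with 0.534 ± 0.0805 (SD, n = 5) in males and detection on 3 of 5 female arrays (log2 difference, male minus female, 3.11, adjusted p = 0.00386 from limma). It was not called without the array of female 1, or that of female 5, with a log2 difference of 2.52 in each case. The female-biased call was miR-203, singled out after its values were seen. Without any 1 of the arrays of females 1, 5 and 6 and male 1, limma called 1 miRNA.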

Persistent sex-biased expression of 4 miRNAs (miRNAs 29b, 152, 125b-5p, and 99a) occurred in adults at 15–78 weeks of age, with expression fold-differences between the sexes of 1.6–2.9. 

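Across the life span, the miRNAs miR-22, miR-122 and miR-34b were among those whose expression profile was followed in both sexes. At 2 weeks of age miR-22 had an intensity of 22.7 ± 5.23 (SD, n = 5) in males and 34.5 ± 4.42 (SD, n = 5) in females (log2 difference, male minus female, -0.62, adjusted p = 0.000183 from limma). It was not past the thresholds without the array of female 4, male 2 or male 5, where the log2 differences were -0.55, -0.54 and -0.57. At the later ages its group means lay between 71.6 ± 14.3 (SD, n = 4) at 5 weeks in males and 123 ± 17.4 (SD, n = 5) at 15 weeks in males, and none of the sex differences was past both thresholds. The intensity of miR-122 at 2 weeks was 389 ± 11.9 (SD, n = 5) in males and 604 ± 43.8 (SD, n = 5) in females (log2 difference -0.63, adjusted p = 6.6e-06 from limma). The 2-week differences of miR-22 and miR-122 are relative to the scaling, since the miRNAs detected on all arrays were also lower in 2-week males (mean log2 intensity 0.91 against 1.27). For miR-122 at the later ages, the log2 sex differences lay between -0.21 at 8 weeks and 0.08 at 15 weeks, none past the thresholds. For miR-34b, detected on 5 of 5 female arrays and 1 of 5 male arrays at 15, 21 and 52 weeks, the log2 differences were -3.39, -2.98 and -3.07 (adjusted p = 0.0119, 0.0352 and 0.0242 from limma). With 1 array left out, miR-34b was past the thresholds in 10 of 10 fits at 15 weeks, 2 of 10 at 21 weeks (log2 differences from -3.52 to -2.81 over the fits) and 3 of 10 at 52 weeks (from -3.70 to -2.91). With normexp background correction the sign of the miR-34b difference changed at all 3 of these ages, to 0.21, 0.12 and 0.05. For miR-221 the log2 differences were 1.43 at 8 weeks (adjusted p = 0.234 from limma), 1.96 at 15 weeks (adjusted p = 0.0371) and 2.99 at 21 weeks (adjusted p = 0.00104). At 21 weeks the miR-221 intensity was 0.357 ± 0.113 (SD, n = 5) in males, and it was detected on 3 of 5 female arrays. At 15 weeks miR-221 was past the thresholds in 2 of 10 fits with 1 array left out (log2 differences from 1.81 to 2.15).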

The sex-biased expression of 9 miRNAs in both sexes during the life span is shown in Fig. 4, with panels **a** through **d** showing female-biased miRNA expression, and panels **e** through **i** showing male-biased expression of miRNAs.

### Age differences in expression of miRNAs

Examination of the PCA (Fig. 1) identified a large difference in liver miRNA expression profiles between 2 weeks of age and the other ages along principal component (PC) 1. In addition, there was a smaller, and incomplete, separation of samples along PC2, with 5–21 weeks of age samples generally grouping away from the more tightly clustered samples from the older ages (52–104 weeks of age). Also, as described below, hepatic histopathology was seen in the livers of the older rats (52–104 weeks of age) and not in the livers of the 5–21 week old rats. For these reasons, the 9 age groups were divided into 3 age classes, young (2 weeks of age), adult (5 to 21 weeks of age) and old (52 to 104 weeks of age), for identification of hepatic age-related DEMs. Age-related DEMs were identified independently in females and males using a *t* test with an FDR of <5% and requiring a fold change difference of at least 1.5. When comparing young to adult, 159 male DEMs and 131 female DEMs (Fig. 5a) were identified as age-related DEMs. Among these, 115 were in common, suggesting similar miRNA expression patterns in males and females. Indeed, 88% of the female DEMs were also differentially expressed in males. 

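Between the 2-week arrays and the arrays of 5 to 21 weeks, limma called 156 miRNAs in males, 94 higher and 62 lower in adults, and 125 in females, 72 higher and 53 lower. Of these, 113 were called in both sexes. The division between higher and lower depended on the scaling. With the 75th percentile over the miRNAs detected on all arrays it was 23 higher and 105 lower in males and 25 higher and 81 lower in females, and the median difference of all miRNAs, adult minus young, moved by -1.11 in males and -0.65 in females on the log2 scale. With the percentile over all miRNAs of the array, a constant on 36 arrays, it was 121 and 46 in females, and the median moved by 1.19 in males and 0.77 in females. With the raw minimum put in before scaling it was 169 and 51 in males and 156 and 46 in females. With normexp background correction, which moved the totals most, it was 41 and 16 in males and 26 and 10 in females. The 3 largest changes without overlap of arrays were, in each sex, in miR-154*, miR-376b-3p and miR-434, detected on every young array. On the adult arrays miR-154* was not detected, and it was lower by at least 75.7-fold in males and at least 44.2-fold in females. The other 2 were each detected on 1 of 24 adult male arrays (log2 difference, adult minus young, -8.32 and -7.87) and on 1 of 25 adult female arrays (-7.24 and -7.17). With any 1 array left out the totals stayed between 149 and 157 in males and between 116 and 130 in females.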

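Between the 2-week arrays and the arrays of 52 to 104 weeks, limma called 153 miRNAs in males, 90 higher and 63 lower in old rats, and 144 in females, 80 higher and 64 lower, with 122 called in both sexes. With the 75th percentile over the miRNAs detected on all arrays the division was 31 higher and 106 lower in males and 25 higher and 95 lower in females. The 3 largest changes without overlap of arrays were again in miR-154*, miR-376b-3p and miR-434, detected on every young array and on no old array, and lower in old rats by at least 96.3-fold, 84.6-fold and 66.0-fold in males and at least 50.2-fold, 51.8-fold and 52.5-fold in females. Another 2 miRNAs were chosen after their values were seen. In males miR-29b was higher in old rats, with 43.7 ± 14.3 (SD, n = 14) against 2.53 ± 0.344 (SD, n = 5) in young rats (log2 difference, old minus young, 4.05, adjusted p = 2.51e-19 from limma). The other, miR-483, was detected on 1 of 14 old male arrays and 2 of 15 old female arrays and on all young arrays, with a log2 difference of -6.73 in males and -6.55 in females. With any 1 array left out the totals stayed between 146 and 158 in males and between 135 and 152 in females.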

There were also large numbers of DEMs when comparing young to old rats, 161 in males and 148 in females, with 125 (>77%) in common (Fig. 5b). This indicates that there are large differences in the liver miRNA profiles between young rats and adult and old rats, and much smaller differences between adult and old rats. 

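Between the arrays of 5 to 21 weeks and those of 52 to 104 weeks, limma called 16 miRNAs in males, 12 higher and 4 lower in old rats, and 14 in females, 5 higher and 9 lower. A total of 7 were called in both sexes. In males miR-34a was 1.41 ± 0.239 (SD, n = 24) in adult and 4.51 ± 1.29 (SD, n = 14) in old rats (log2 difference, old minus adult, 1.64, adjusted p = 8.52e-17 from limma). In females miR-96 was 0.883 ± 0.316 (SD, n = 25) in adult and 0.212 ± 0.0782 (SD, n = 15) in old rats (log2 difference -2.21, adjusted p = 4.99e-07 from limma). These were the miRNAs with no overlap between the arrays of the classes. In females the division was 5 higher and 3 lower with the percentile over all miRNAs of the array (a constant on 36 arrays) and 4 and 2 with normexp background correction, which in males gave 6 and 0. Whether the change from adult to old differed between the sexes was tested directly as an interaction, at an adjusted p under 0.05 and without the fold threshold. For this interaction limma called 5 miRNAs, all with a more positive change in males. Without the array of 52-week male 10 it called 1, and without any other single array between 2 and 7. The difference between the sexes in the log2 change was 0.70 for miR-34a, 1.91 for miR-96, 0.61 for miR-125b-5p, 0.63 for miR-99a and 0.52 for miR-31.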

Comparing the miRNA liver expression profiles between adult and old rats identified only 17 DEMs in males and 14 in females, of which 6 were in common (Fig. 5c). The miRNAs in each comparison are shown in Additional file 3.

As noted above, *k*-means cluster analysis identified 38 miRNAs (clusters 2 and 3 in Fig. 2) that showed a 2-week-specific expression pattern, i.e., there was high expression in the livers of 2-week-old rats but low/undetectable expression at later ages (expression values are shown in Additional file 4). The expression of one of these miRNAs (miR-376b-3p) through the life span is shown in Fig. 4. 

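The normalized intensity of miR-376b-3p at 2 weeks of age was 4.02 ± 0.386 (SD, n = 5) in males and 1.96 ± 0.408 (SD, n = 5) in females. It was detected on 1 of 38 male arrays and on 1 of 40 female arrays of the later ages, in both sexes at 5 weeks. The ratio of the 2-week mean to the mean of all later arrays, taken on the log2 scale, was 325 in males and 154 in females. With undetected values raised to the lowest detected intensity of their array the ratios were 71.6 and 46.9.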

In males, the expression of miR-376b-3p at 2 weeks of age was >320-fold higher than the average expression at all other ages, while in females it was >150-fold higher. 

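Over the 38 miRNAs of clusters 2 and 3 in males, 34 had a 2-week mean more than 10-fold above the mean of the later ages, with folds from 5.95 to 379. On all 38 later male arrays, 25 of the 38 miRNAs were undetected, and for 12 of these the lower bound of the fold was above 10. With undetected values raised to the lowest detected intensity of their array, 19 were above 10-fold. The alternative that moved this number most was normexp background correction, with 0.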

In males, 35 of the 38 miRNAs were expressed at >10-fold greater levels in 2-week-old animals than at all subsequent ages. In females, 28 of the 38 miRNAs were expressed at >10-fold greater levels in 2-week-old animals than at all subsequent ages. Furthermore, male expression was higher than female expression for all except one (miR-675*) of the two-week-specific miRNAs. 

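In females 26 of the 38 miRNAs were above 10-fold on the log2 scale, with folds from 2.88 to 155. A total of 17 were undetected on all 40 later female arrays, and for 4 of these the lower bound was above 10. With undetected values raised in the same way, 16 were above 10-fold. With arithmetic means in place of means on the log2 scale, the numbers above 10-fold were 35 in males and 28 in females.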

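The 2-week mean was higher in males for 37 of the 38 miRNAs, and the exception was miR-675* with a male to female ratio of 0.927. Of the 38, 24 were past the thresholds with limma, all of them male-biased, and 22 of these were also past them on the 2-week arrays alone, and for 25 every male array was above every female array.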

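The mean log2 intensity of the 38 miRNAs at 2 weeks of age was -0.86 ± 0.17 (SD, n = 5) in males and -1.74 ± 0.28 (SD, n = 5) in females (exact permutation test, two-sided, p = 0.00794), and every male array lay above every female array. The male to female ratio averaged 1.84 on the log2 scale and ranged from 0.927 for miR-675* to 4.58. The average was 1.85 with the scan as a block. With the 75th percentile over the miRNAs detected on all arrays it was 2.41, and with normexp background correction 1.27.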

On average, the expression of these 38 hepatic miRNAs was 1.9-fold higher in males than in females at 2 weeks of age. The genes for 31 of the 38 miRNAs are located on rat chromosome 6 (see Additional file 2 and Additional file 4).

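Of the other 7 miRNAs, the paper's additional file places 2 on chromosome 1, 1 each on chromosomes 2 and 5 and 3 on the X chromosome. At 2 weeks of age the 31 miRNAs on chromosome 6 averaged 2.05-fold higher in males (exact permutation test on the set mean, two-sided, p = 0.00794). The other 7 averaged 1.15-fold higher in males, a difference within the spread between arrays (exact permutation test on the set mean, two-sided, p = 0.206).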

### Verification of microarray data by qPCR

Four DEMs that showed significant sex and/or age differences by microarray analysis (miR-29b, miR-96, miR-154*, and miR-34a) were selected for verification by Taqman qPCR assays. Pearson correlation coefficients for the measurements by the two methods for the four miRNAs ranged from 0.835 to 0.966 (shown in Fig. 6), suggesting good agreement between the two methods of expression analysis. Measurement of miR-29b expression by microarray showed female-biased expression at 15, 21, 52, and 78 weeks of age. 

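The normalized intensity of miR-29b in males and in females was 20.4 ± 2.39 (SD, n = 5) and 41.1 ± 3.39 (SD, n = 5) at 15 weeks (log2 difference, male minus female, -1.02, adjusted p = 1.09e-07 from limma). At 21 weeks it was 24.1 ± 2.53 (SD, n = 5) and 44.7 ± 7.86 (SD, n = 5), with a log2 difference of -0.88. At 52 weeks it was 31.1 ± 5.66 (SD, n = 5) and 76.1 ± 6.10 (SD, n = 5), with a log2 difference of -1.30 (adjusted p = 8.13e-12 from limma). At 78 weeks the intensity was 42.9 ± 12.5 (SD, n = 5) in males and 61.1 ± 1.62 (SD, n = 5) in females, a 1.47-fold difference under the fold threshold (adjusted p = 0.00697 from limma). Without the array of male 6 it was past the thresholds, with a log2 difference of -0.70. Differences past the thresholds were also found at 2 weeks (log2 difference -0.62, and not past the thresholds at -0.57, -0.58 and -0.55 without the array of female 1, female 6 or male 2) and at 8 weeks (log2 difference -0.75, which became 0.64 with the 75th percentile over all miRNAs of the array). On 36 arrays that percentile was the value for an undetected miRNA. The 2-week difference is relative to the scaling, since the miRNAs detected on all arrays were also lower in 2-week males (mean log2 intensity 0.91 against 1.27).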

Significant (*p* < 0.05) sex difference was confirmed by qPCR for miR-29b only at 52 weeks of age (female > male, Fig. 6a). 

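On the arrays of 52 weeks of age, miR-96 had a normalized intensity of 1.16 ± 0.245 (SD, n = 5) in males and 0.196 ± 0.0656 (SD, n = 5) in females (log2 difference, male minus female, 2.6, adjusted p = 0.0047 from limma). At 104 weeks it was 1.77 ± 0.339 (SD, n = 4) in males and 0.217 ± 0.127 (SD, n = 5) in females, with detection on 4 of 5 female arrays (log2 difference 3.62, adjusted p = 0.000155 from limma). At 21 weeks it was 1.28 ± 0.348 (SD, n = 5) in males and 0.588 ± 0.138 (SD, n = 5) in females, with a log2 difference of 1.12 that was not past the thresholds (adjusted p = 0.435 from limma). At 78 weeks it was 0.997 ± 0.586 (SD, n = 5) in males, detected on 4 of 5 arrays, and 0.222 ± 0.0217 (SD, n = 5) in females (log2 difference 1.14, adjusted p = 0.344 from limma). Without the array of male 6 at 78 weeks, on which miR-96 was not detected, the log2 difference was 2.47 and past the thresholds.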

Microarray data for miR-96 showed male-biased expression at 21, 52, and 78 weeks of age. Taqman qPCR results confirmed this male-biased miR-96 expression at 78 weeks of age and additionally at 104 weeks of age (Fig. 6b). By microarray measurement, miR-154* showed 156- and 383-fold increased expression at 2 weeks of age compared to the average expression at all subsequent ages in females and males, respectively. This large 2-week-specific expression difference was verified in the qPCR data, which showed 2-week expression differences of 1212-fold and 4169-fold in females and males (Fig. 6c), respectively. 

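Averaged on the log2 scale, the 2-week intensity of miR-154* was 379-fold that of the later ages in males and 155-fold in females, and with arithmetic means 383-fold and 156-fold. The miRNA was not detected on any later array, so that the difference was at least 82.7-fold in males and at least 46.4-fold in females. At 2 weeks its intensity was 4.61 ± 0.769 (SD, n = 5) in males and 1.88 ± 0.248 (SD, n = 5) in females (log2 difference, male minus female, 1.29, adjusted p = 0.000142 from limma on the 2-week arrays alone).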

The larger fold changes determined by qPCR may be due to the larger dynamic range of the qPCR assay. In addition, the significant male-biased expression at 2 weeks of age was confirmed by qPCR. 

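On the arrays, miR-34a rose from 0.377 ± 0.0536 (SD, n = 5) at 2 weeks of age to 4.96 ± 1.50 (SD, n = 5) at 78 weeks in males, a 12.8-fold difference (log2 difference 3.67, adjusted p = 2.28e-19 from limma). In females it rose from 0.489 ± 0.0367 (SD, n = 5) at 2 weeks to 3.69 ± 1.05 (SD, n = 5) at 104 weeks, a 7.34-fold difference (log2 difference 2.88, adjusted p = 1.98e-15 from limma). Between 5 and 21 weeks the group means lay between 1.22 ± 0.132 (SD, n = 5) and 1.66 ± 0.0719 (SD, n = 4) in males and between 1.24 ± 0.202 (SD, n = 5) and 1.63 ± 0.484 (SD, n = 5) in females, and none of the differences between these ages was past the thresholds.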

Significant age-related increases in miR-34a expression (7.1- and 13.2-fold maximum age difference in females and males, respectively; microarray data) were also confirmed by qPCR, which showed significant (*p* < 0.05) 7.2- and 8.7-fold differences in expression across the life span in females and males, respectively (Fig. 6d). Thus, there was good correlation between the expression levels determined by microarray and qPCR, although expression differences of <2-fold were not always confirmed.

### Potential pathways and functions of DEMs

Potential mRNA targets of the DEMs were identified using Ingenuity Pathway Analysis software, restricting the analysis to experimentally validated interactions retrieved from TarBase, miRecords, and curated from the peer-reviewed literature. The predicted mRNA targets were then examined for over-representation in biological pathways curated in Ingenuity Pathway Analysis.

### 2-week-old-specific hepatic miRNA expression

38 miRNAs were identified in the *k*-means cluster analysis as being expressed in the livers of pre-weaning 2-week-old rats and expressed at reduced levels or not detectable levels at all subsequent ages (Fig. 2, clusters 2 and 3; Additional file 4). Table 1 shows the 38 miRNAs in this 2-week-specific class along with the mRNA targets and associated pathways/functions where the mRNAs were significantly enriched. A relatively small number of mRNA targets (Capn8, Cntn4, Onecut1, Tagln, and Vim) was identified using rat-specific data from IPA and no significant pathways were identified. Human-specific miRNA-mRNA association data were, therefore, included in the analysis and this expanded the mRNA targets by 5, giving a total of 10 mRNA targets for the 38 miRNAs. Only 6 of the miRNAs had associated mRNAs, and these mRNAs were significantly represented in the molecular functions: cellular development, cellular growth and maintenance, cellular growth and proliferation, cell morphology, and cell-to-cell signaling. Notably, 3 of the mRNAs (BCL6, PRDM1, and XBP1), all targets of miR-127, were associated with the hematological system.

**Table 1:** mRNA targets and pathways/functions associated with differentially expressed miRNAs

miRNA class	miRNAs in class^a^	# of miRNAs in class	Predicted mRNA targets^b^	# of mRNA targets	Potentially affected pathways/functions^c^
2-week-specific expression	*miR-127*, miR-127*, *miR-136*, miR-136*, miR-154, miR-154*, miR-299, miR-300-3p, miR-322*, miR-329, miR-337, miR-337*, miR-341, miR-3563-3p, miR-369-5p, miR-376a, miR-376b-3p, miR-376b-5p, miR-376c, miR-379, miR-381, *miR-382*, miR-409-5p, miR-410, miR-411, miR-411*, *miR-431*, *miR-434*, miR-434*, miR-455, miR-483, miR-487b, *miR-495*, miR-541, miR-542-3p, miR-542-5p, miR-582, miR-675*	38	BCL6, CAPN8, CNTN4, ONECUT1, PRDM1, RTL1, SEPT3, TAGLN, VIM, XBP1	10	*Molecular functions:* Cellular development Cellular growth and maintenance Cellular growth and proliferation Cell morphology Cell to cell signaling *Physiological systems:* Hematological system
Sex difference in adults	*miR-100, miR-107, miR-125b-5p*, miR-139-3p, miR-144, miR-151, *miR-152*, miR-191*, *miR-200b, miR-203, miR-21, miR-221, miR-27b, miR-290, miR-29b, miR-326,* miR-339-3p, miR-340-3p, *miR-34b*, miR-374, miR-425, miR-466b-2*, miR-505*, miR-532-3p, miR-598-3p, miR-652, miR-802, *miR-96, miR-99a*, miR-99a*	30	Acvr2a, Adamts1, Adcy6, Adora1, Adora2b, Akap6, Apaf1, Aqp5, Arc, Axin2, B3galt4, Bace1, Bak1, Bcl2, Bcl2l11, Bmf, Bmpr2, Bnip3l, Btg2, Capn8, Casp6, Casp7, Cbln2, Cbx7, Ccnd1, Ccne1, Cd276, Cdc25a, Cdca4, Cdk6, Cdkn1a, Cdkn1b, Cdkn2a, Cebpg, Celsr2, Cntn4, Col1a1, Col1a2, Col3a1, Col4a1, Col5a3, Crkl, Cyp1a1, Cyp1b1, Ddit4, Dicer1, Dio3, Dll1, Dnmt1, Dnmt3a, Dnmt3b, Dusp2, E2f5, Elmo2, Erbb2, Erbb3, Errfi1, Esr1, Fadd, Fam3c, Fbn1, Fgf16, Fgfr3, Fos, Golph3, Gpr160, H3f3b, Hdac4, Hipk3, Htr1b, Icam1, Icos, Id1, Id2, Id3, Igf1r, Igfbp3, Il1rn, Irs1, Jag1, Kcnj16, Kit, Klf15, Lamc1, Madd, Map2k1, Mapk1, Mcl1, Met, Mgst1, Mitf, Mmp13, Mmp9, Myc, Myrip, Nfib, Notch1, Notch2, Nr1i2, Nr4a1, Odc1, Pdcd4, Peli1, Pex7, Phb, Pigr, Pik3r1, Plag1, Plk1, Pparg, Ppp2r2a, Pten, Ptprd, Rere, Runx1, Rxra, Ryk, Serpinb5, Sgpl1, Slc16a10, Smad3, Smad4, Smad5, Smo, Socs3, Sod2, Sox5, Sp1, Sparc, Spry2, Srm, Ssr3, St14, St18, Stx1a, Syt4, Tagln, Tdg, Tgfb3, Timp3, Tp53, Tpm1, Tspan8, Ube2i, Ugt2b, Vegfa, Vsnl1, Wisp2, Yy1	149	*Molecular functions:* Cellular growth and proliferation Cell death and survival Cellular development Gene expression Cell cycle *Toxicological functions:* Liver necrosis Liver proliferation Liver fibrosis Hepatocellular carcinoma Liver hyperplasia
Sex difference in old	*miR-125b-5p, miR-152, miR-183, miR-29b, miR-31*, miR-31*, miR-340-5p, miR-374, *miR-494, miR-92a, miR-96, miR-99a*, miR-99a*	13	Acvr2a, Adamts1, Adcy6, Aqp5, B3galt4, Bace1, Bak1, Bcl2l11, Bmf, Bmpr2, Btrc, Casp6, Casp7, Casr, Cbln2, Cbx7, Cd276, Cdc25a, Cdk6, Cdkn2a, Cebpg, Celsr2, Col1a1, Col1a2, Col3a1, Col4a1, Col5a3, Cyp1a1, Dicer1, Dio3, Dnmt1, Dnmt3a, Dnmt3b, Dusp2, Erbb2, Erbb3, Fbn1, Fgf16, Fgfr3, Gpr160, H3f3b, Hdac4, Hif1a, Hipk3, Hmox1, Htr1b, Id1, Id2, Id3, Igf1r, Igfbp3, Il1rn, Irs1, Lamc1, Map2k4, Mcl1, Mitf, Myrip, Nr1i2, Pdgfb, Pigr, Pik3r1, Plk1, Ppp2r2a, Pten, Ryk, Scn3a, Sgpl1, Smo, Sp1, Sparc, St18, Tdg, Tgfb3, Tp53, Tpm1, Tspan8, Ube2i, Ugt2b, Vsnl1, Yy1	81	*Molecular functions:* Cellular death and survival Cellular development Cellular growth and proliferation Gene expression Cell cycle *Toxicological functions:* Liver necrosis
Difference between adults and old (male)	*miR-125b-5p, miR-146b, miR-200b*, miR-203, *miR-221*, miR-29a, *miR-29b*, miR-29c, miR-324-5p, *miR-34a, miR-375*, miR-455*, miR-466b-2*, miR-598-3p, miR-802, *miR-99a*, miR-99a*	17	Acvr2a, Adamts1, Adipor2, Axin2, B3galt4, Bace1, Bak1, Bcl2, Bcl2l11, Blmh, Bmf, Bnip3l, Brca1, C1qbp, Casp6, Casp7, Cbln2, Cbx7, Ccna2, Ccnd1, Cd276, Cdc25a, Cdk6, Cdkn1b, Cdkn2a, Cebpg, Cfh, Col1a1, Col1a2, Col3a1, Col4a1, Col5a3, Cxcr4, Cyp1a1, Ddit4, Dicer1, Dio3, Dll1, Dnmt3a, Dnmt3b, Dusp2, E2f5, Elmo2, Erbb2, Erbb3, Errfi1, Esr1, Fadd, Fbn1, Fgf16, Fgfr3, Fos, Gpr160, H3f3b, Hdac4, Icam1, Id1, Id2, Id3, Igf1r, Igfbp3, Il1rn, Irak2, Jag1, Jak2, Kif22, Kit, Lamc1, Ltb, Map2k1, Mcl1, Met, Mettl7a, Mmp16, Mtpn, Myc, Notch1, Notch2, Pa2g4, Pigr, Pik3r1, Plekha4, Plk1, Ppp2r2a, Ptprd, Rere, Sdcbp2, Sgpl1, Smo, Socs3, Sod2, Sp1, Sparc, St18, Stat1, Tagln, Tdg, Tgfb3, Timeless, Tp53, Tpm1, Tspan8, Ube2i, Ugt2b, Usp1, Vegfa, Wisp2, Ywhaz, Yy1	109	*Molecular functions:* Cellular death and survival Cellular growth and proliferation Gene expression Cell cycle Cellular development *Toxicological functions:* Liver necrosis/cell death Hepatocellular carcinoma Liver hyperplasia Liver proliferation Liver fibrosis
Difference between adults and old (female)	*miR-1, miR-133b, miR-182*, miR-183, *miR-18a*, miR-206, miR-29a, *miR-29b*, miR-29c*, miR-34a*, *miR-375*, miR-466b, miR-466b-2*, *miR-96*	14	Acvr2a, Adar, Adcy6, Adipor2, Aqp5, Arcn1, Arf3, Arf4, Arhgap29, Atp6v1b2, Axin2, Axl, Bace1, Bcl2, Bcl2l11, Bdnf, Blcap, Btrc, C1qbp, Calm3, Cand1, Cap1, Ccnd1, Cd276, Cdc42, Cdk6, Cdk9, Celsr2, Clcn3, Cnn3, Col1a1, Col1a2, Col3a1, Col4a1, Col5a3, Ctgf, Ddx5, Dll1, Dnmt3a, Dnmt3b, Dusp2, E2f5, Esr1, Fbln2, Fbn1, Fstl1, Gja1, H3f3b, Hand2, Hdac4, Htr1b, Igf1, Igf1r, Irs1, Jag1, Jak2, Kcnj2, Klf15, Lamc1, Lasp1, Lin7c, Lztfl1, Map2k1, Mcl1, Met, Mitf, Mmd, Mtpn, Myc, Myrip, Nfatc4, Notch1, Notch2, Notch3, Oat, Pdcd4, Pik3r1, Pim1, Pitx3, Pola1, Pom121, Rabl2a, RGD1359334, Rhoa, Rnf138, Runx2, Ryk, Sdc4, Serpinb5, Sh2d4a, Slc25a30, Sp1, Sparc, Srxn1, Tac1, Tagln, Tagln2, Tdg, Tdp1, Tgfb3, Thbs1, Timp3, Tns4, Tpm1, Trappc3, Trim2, Tspan4, Uhmk1, Usp1, Utrn, Vegfa, Wisp2, Xpo6, Ywhaz, Yy1	115	*Molecular functions:* Cellular death and survival Cellular growth and proliferation Gene expression Cellular development Cell cycle *Toxicological functions:* Liver necrosis/cell death Liver proliferation

^a^miRNAs in italics have known mRNA targets in the IPA database

^b^Derived from rat-specific miRNA-mRNA associations except for the 2-week-specific miRNA class, which included both rat- and human-specific miRNA-mRNA associations in IPA

^c^From IPA pathway/function analysis with criteria of at least three mRNAs per pathway/function and a Fisher’s exact test *p* value < 10^−3^

### Sex different miRNA expression in the liver of adult and old rats

As shown in Fig. 3, 30 hepatic miRNAs were found to be differentially expressed between the sexes in adults (5–21 weeks of age), and 13 were found to be differentially expressed in old rats (52–104 weeks of age). Table 1 shows the sex different miRNAs in these two age groups, as well as the target mRNAs and the significantly affected pathways/functions. Target mRNA information was available for at least half of the miRNAs for these two groups (15/30 for the adults and 9/13 for old), resulting in 149 mRNA targets in the adults and 81 mRNA targets in the old group. The top five most significant molecular functions affected by the mRNA targets of the sexually dimorphic miRNAs were identical between the two age groups: cell death and survival, cellular growth and proliferation, cellular development, gene expression, and cell cycle. These mRNA targets also appeared to be involved in liver toxicology functions, with more significant effects in the adults (significantly affected functions included liver necrosis, liver proliferation, liver fibrosis, hepatocellular carcinoma, and liver hyperplasia) than old rats (significantly affected functions included only liver necrosis).

### Hepatic miRNA expression differences between adult and old rats

As shown in Fig. 5c and Additional file 3, there were 25 miRNAs whose hepatic expression differed between adult (5–21 weeks of age) and old (52–104 weeks of age) rats, with 17 different between adult males and old males, and 14 different between adult females and old females. The expression of 6 of these miRNAs differed between adult and old rats in both sexes; the expression of 11 differed only in male rats, and the expression of 8 differed only in female rats. Table 1 shows these age different miRNAs in males and females, along with the target mRNAs and significantly affected pathways/functions. Target mRNA information was available for about half of the miRNAs (8/17 for the males and 8/14 for the females), resulting in 109 mRNA targets for males and 115 mRNA targets for females. The top five molecular functions were identical for both the males and the females (cell death and survival, cellular growth and proliferation, gene expression, cellular development, and cell cycle), and were the same as found for the sex differences in adults and sex differences in old rats. The liver toxicological function differences between adult and old rats were similar in each sex, with liver necrosis and liver proliferation functions found in both sexes. There were additional significant liver toxicological function differences between adult and old males that were not seen between adult and old females, and these included hepatocellular carcinoma, liver hyperplasia, and liver fibrosis. The similarity in pathway/function differences between adult and old in both sexes may be the result of the large overlap in mRNA targets; 47 mRNA targets were in common between the sexes.

### Association of hepatic miRNA expression with liver histopathology

Liver histology sections were examined for standard pathological findings at 52, 78, and 104 weeks of age. Sex bias in the incidence of three types of lesions was observed (Table 2). These included basophilic focus, hyperplasia of the bile duct, and vacuolization in hepatocyte cytoplasm. Examples of the histological presentation of these lesions are shown in Fig. 7. Female-biased incidence of basophilic foci was evident at 78 weeks (3 of 8 females showed the lesion compared to 0 of 8 males) and 104 weeks (12 of 16 females compared to 0 of 14 males). As is typical for histopathological findings of basophilic foci, no severity score was provided [53]. Basophilic foci are considered pre-neoplastic lesions; however, no neoplasms were observed in any female animals. One neoplastic lesion (classified as hepatocellular adenoma), however, was observed in a male animal at 104 weeks of age. This is consistent with the slightly higher incidence rate for hepatocellular adenoma in normal males (2.3%) compared to females (0.44%) at two years of age, according to National Toxicology Program historical control animal data for F344 rats [54]. Male-biased incidence of hyperplasia of the bile duct was observed at 52 weeks of age (8 of 10 males compared to 0 of 10 females), 78 weeks of age (7 of 8 males compared to 2 of 8 females), and 104 weeks of age (10 of 14 males compared to 2 of 16 females). Severity scores among animals showing the lesion ranged from minimal to mild in all cases. Male-specific incidence of hepatocyte cytoplasm vacuolization was observed at 52 weeks of age (5 of 10 males), 78 weeks of age (2 of 8 males), and 104 weeks of age (1 of 14 males) compared to zero incidence in females of the same ages. Average severity scores for this lesion also ranged from minimal to mild, with one case of moderate (78 weeks) and one case of marked (104 weeks). All findings were considered common for F344 rats of these ages.

**Table 2:** Sex differences in liver histopathology

Lesion		52 weeks of age				78 weeks of age				104 weeks of age			
		Female		Male		Female		Male		Female		Male	
	Sex bias	Incidence	Avg. severity score^b^	Incidence	Avg. severity score^b^	Incidence	Avg. severity score^b^	Incidence	Avg. severity score^b^	Incidence	Avg. severity score^b^	Incidence	Avg. severity score^b^
Basophilic focus^a^	Female	0/10	–	0/10	–	3/8	–	0/8	–	12/16	–	0/14	–
Hyperplasia, bile duct	Male	0/10	–	8/10	1.6	2/8	1.5	7/8	1.4	2/16	2	10/14	1.9
Vacuolization, cytoplasm, hepatocyte	Male	0/10	–	5/10	1.4	0/8	–	2/8	2.5	0/16	–	1/14	4

^a^Basophilic loci scored as present or absent, without a severity score [53]

^b^Average among those animals showing the lesion

As can be seen in Table 2, there is a substantial sex difference in the prevalence of basophilic foci in the livers of 78- and 104-week-old rats, with females showing this histopathology while males did not. The histopathology was not observed in males or females of 52 weeks of age, or in males of 78 or 104 weeks of age. Basophilic foci were not found (0/12 males and 0/12 females at 6–7 week of age and 0/24 males and 0/24 females at 17–18 weeks of age) in contemporaneous studies at NCTR using F344 rats from the same colony and living in the same environmental conditions at NCTR [47]. Using the expression level from 5 to 21 weeks of age (adults) as a baseline where no liver histopathology was observed, the fold change in expression of each miRNA was calculated at 52, 78, and 104 weeks of age for each sex separately. miRNAs were excluded if the expression value was less than 0.3 (60^th^ percentile of expression level distribution; approximately 40% of expression values were undetectable) in all age groups. Significantly changed expression was defined as *p* < 0.05 and fold change ≥ 1.5 between the adult age group and 52, 78, or 104 weeks of age groups for each sex independently. A total of 43 miRNAs met these criteria and are shown in Additional file 5. 

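Against the arrays of 5 to 21 weeks, limma called 22 miRNAs at 52 weeks, 13 at 78 weeks and 16 at 104 weeks in females, and 12, 19 and 19 in males, at an unadjusted p under 0.05 and 1.5-fold. A total of 46 different miRNAs were called at least once. Without the filter on intensity, the alternative that raised the number most, 105 were called. The number was between 43 and 50 with any 1 array left out. In females the largest changes without overlap at 52 weeks were in miR-96 (log2 difference to the baseline -2.16), miR-29b (1.71) and miR-29c (0.83). In males miR-34a was higher by 1.61 at 52 weeks, 1.78 at 78 weeks and 1.52 at 104 weeks on the log2 scale. Without the array of 78-week male 6, the number at 78 weeks in males was 11.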

The expression of two miRNAs was associated with the presence and absence of basophilic foci, miR-18a, and miR-451 (Table 3). The expression of miR-18a was reduced relative to the 5–21-week-old baseline group when basophilic foci were present, i.e., significantly decreased expression was seen in the livers of 78 and 104 week old (1.7-fold decrease) females and not in any of the males or 52-week-old female livers. 

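The normalized intensity of miR-18a in females was 0.277 ± 0.0904 (SD, n = 25) at 5 to 21 weeks, 0.191 ± 0.0332 (SD, n = 5) at 52 weeks, 0.160 ± 0.0491 (SD, n = 5) at 78 weeks and 0.177 ± 0.0431 (SD, n = 5) at 104 weeks. The log2 difference to the baseline was -0.47 at 52 weeks, -0.77 at 78 weeks and -0.60 at 104 weeks. The means of the 4 groups compared, with 5 to 21 weeks pooled, lay below the filter of 0.3, so that miR-18a was not tested under that filter, although at 5 weeks alone the mean was 0.386 ± 0.0923 (SD, n = 5). Without the filter, the decreases at 78 and at 104 weeks were past the thresholds (unadjusted p = 0.00133 and 0.0103 from limma). In males its intensity was 0.229 ± 0.149 (SD, n = 24) at 5 to 21 weeks, with detection on 20 of 24 arrays. It was 0.143 ± 0.0850 (SD, n = 5) at 52 weeks and 0.132 ± 0.0875 (SD, n = 5) at 78 weeks, with detection on 4 of 5 arrays at each age, and 0.203 ± 0.0229 (SD, n = 4) at 104 weeks. Histopathology was not analysed here.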

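In females the normalized intensity of miR-451 was 6.67 ± 2.48 (SD, n = 25) at 5 to 21 weeks, 6.14 ± 0.929 (SD, n = 5) at 52 weeks, 11.8 ± 3.26 (SD, n = 5) at 78 weeks and 10.3 ± 3.05 (SD, n = 5) at 104 weeks. The log2 difference to the baseline was 0.85 at 78 weeks (unadjusted p = 0.0003 from limma) and 0.65 at 104 weeks (unadjusted p = 0.004 from limma). At 104 weeks it was not past the thresholds without the array of female 2, where the log2 difference was 0.51. In males the intensity was 10.3 ± 3.44 (SD, n = 24) at 5 to 21 weeks and 14.4 ± 6.29 (SD, n = 5) at 78 weeks, a 1.37-fold difference under the fold threshold (unadjusted p = 0.0343 from limma). At 52 and 104 weeks the log2 differences in males were -0.23 and 0.09. Whether the change differed between the sexes at a given age was not tested.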

The expression of miR-451 was significantly increased relative to the 5–21-week-old baseline group when basophilic foci were present, i.e., increased expression was seen in the livers of 78 (1.8-fold increase) and 104-week-old (1.5 fold increase) females and not in any of the males or 52-week-old female livers.

**Table 3:** Correlation of miRNA expression with hepatic basophilic foci^a^

Feature	52 week F	78 week F	104 week F	52 week M	78 week M	104 week M
Basophilic focus^b^	No (0%)^c^	Yes (38%)	Yes (75%)	No (0%)	No (0%)	No (0%)
miR-451	NS	1.8	1.5	NS	NS	NS
miR-18a	NS	0.6	0.6	NS	NS	NS

*F* female, *M* male, *NS* not significant

^a^Relative expression values are the expression at the indicated ages relative to the average expression from 5 to 21 weeks of age for each sex independently

^b^From Table 2

^c^Incidence from Table 2

Table 2 also shows a substantial sex difference in the prevalence of bile duct hyperplasia, with >80% of males from 52 to 104 weeks of age having this histopathology. It was not seen in females of 52 weeks of age, and occurred in <20% of females of 78 and 104 weeks of age. This lesion was not observed (0/12 males and 0/12 females at 6–7 week of age and 0/24 males and 0/24 females at 17–18 weeks of age) in contemporaneous studies at NCTR using F344 rats from the same colony and living in the same environmental conditions at NCTR [47]. Using the same analysis described above, the expression of 2 miRNAs was found to associate with the presence and absence of liver bile duct hyperplasia, miR-99a and miR-203 (Table 4). The expression of both miRNAs was significantly increased in the livers of males from 52 to 104 weeks of age relative to the expression in the livers of the 5–21-week-old baseline group (1.6- to 2.5-fold). 

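In males the normalized intensity of miR-99a was 13.7 ± 4.88 (SD, n = 24) at 5 to 21 weeks, 22.4 ± 2.91 (SD, n = 5) at 78 weeks and 21.5 ± 2.57 (SD, n = 4) at 104 weeks. The log2 differences to this baseline were 1.06, 0.79 and 0.73 at 52, 78 and 104 weeks (unadjusted p = 2.17e-05, 0.000891 and 0.00415 from limma). For miR-203 the baseline was 0.369 ± 0.222 (SD, n = 24), with detection on 23 of 24 arrays. The log2 differences of miR-203 were 1.68, 1.40 and 1.30 at 52, 78 and 104 weeks (unadjusted p = 0.00306, 0.0119 and 0.0308 from limma). At 104 weeks miR-203 was not past the thresholds without the array of male 4 or of male 5, with log2 differences of 1.21 and 1.23.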

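In females miR-99a was 10.5 ± 2.41 (SD, n = 25) at 5 to 21 weeks, and its log2 differences to this baseline were 0.35, 0.22 and 0.16 at 52, 78 and 104 weeks, all under the fold threshold. For miR-203 the intensity was 0.648 ± 0.299 (SD, n = 25) at 5 to 21 weeks, 0.959 ± 0.0478 (SD, n = 5) at 52 weeks, 0.968 ± 0.0956 (SD, n = 5) at 78 weeks and 0.668 ± 0.343 (SD, n = 5) at 104 weeks. The log2 differences of miR-203 were 0.77 at 52 weeks and 0.78 at 78 weeks (unadjusted p = 0.0479 and 0.0455 from limma). Both were past the thresholds, and with 1 array left out they were past them in 16 and 17 of 30 fits. With the scan as a block neither was (unadjusted p = 0.0796 and 0.0759 from limma).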

The expression of the 2 miRNAs was not significantly changed in the livers of females of 52 to 104 weeks of age.

**Table 4:** Correlation of miRNA expression with hepatic bile duct hyperplasia^a^

Feature	52 week F	78 week F	104 week F	52 week M	78 week M	104 week M
Hyperplasia, bile duct^b^	No (0%)^c^	Minimal (25%)	Minimal (13%)	Yes (80%)	Yes (88%)	Yes (71%)
miR-99a	NS	NS	NS	2.0	1.7	1.6
miR-203	NS	NS	NS	2.5	2.2	2.0

*F* female, *M* male, *NS* not significant

^a^Relative expression values are the expression at the indicated ages relative to the average expression from 5 to 21 weeks of age for each sex independently.

^b^From Table 2

^c^Incidence from Table 2

## Discussion

### General trends in the expression of liver miRNAs during the rat lifespan

Age and sex differences were evaluated independently to identify liver miRNA expression changes during the rat life span. The 214 DEMs included 212 miRNAs which showed significant age differences and 65 miRNAs exhibiting significant sex differences. PCA (Fig. 1) and *k*-means cluster analysis (Fig. 2) provided visualization of the variability of individuals within age/sex groups, between groups, and among the individual miRNAs. Three general observations followed from these analyses. First, age plays a much larger role than sex in these hepatic miRNA expression changes. Notable difference was observed between 2-week-old animals and all subsequent age groups in the PCA (Fig. 1), and aside from a small sex difference observed between 2-week-old males and females, no large-scale patterns of sex difference were observed. Second, the notable separation in the PCA between 2-week-old animals and all subsequent age groups was found to be caused by 38 two-week-specific miRNAs (Fig. 2 and Additional file 4). 

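The 38 miRNAs carried 76.9% of the squared loadings of PC1. Without them, the analysis of the remaining 189 miRNAs gave a PC1 with 24.0% of the variance, on which 6 arrays of later ages lay above the lowest 2-week array, whose score was 6.75.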

Third, aside from miRNAs showing 2-week-specific expression, liver miRNAs exhibited relatively stable expression across both sex and age, with >70% of the miRNAs having coefficient of variation <50% (Fig. 2). These differential expression analyses and data visualization methods revealed key insights into the data that helped focus pathway analysis of the DEMs.

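The coefficient of variation of the normalized intensity over the 88 arrays was under 50% for 108 of the 176 miRNAs (61.4%) of the paper's list outside clusters 2 and 3, and its median was 40.5%. Among the 94 of these detected on every array the share was 87.2%, and among the other 82 it was 31.7%. With group means in place of single arrays, the share was 79.0%. In clusters 2 and 3 the lowest coefficient of variation was 80.5%.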

### Sex-biased miRNAs linked to key liver pathways

Sex differences in miRNA expression were evaluated at each age group (Fig. 3). The distribution of sex-biased miRNAs identified in the liver showed a similar pattern as the sex-biased miRNAs observed previously in kidney tissues [34] from the same animal study. Both kidney and liver showed significant sex-biased miRNA expression at 2 weeks of age and then again at ages of 15 weeks and older, with a gap of no observed sex-biased miRNAs between 5 and 6 weeks of age. Previously reported liver mRNA expression study revealed a similar pattern of sex-biased regulation, where 5- and 6-week-old rats showed lower numbers of sex-biased mRNAs compared to neighboring age groups, including the 8–21-week-old groups [15]. This suggests either that sex-biased gene expression change is not as crucial during the pubertal developmental stage compared to other life stages, or that the more subtle or fine-tuned miRNA regulation may not be involved in the hormonally controlled sexually dimorphic expression changes that do exist during this developmental time frame. Among the 65 sex-biased DEMs, only 6 (miR-92a, miR-221, miR-374, miR-505*, miR-532-3p, and miR-652) are encoded on the X-chromosome. Four of these miRNAs exhibited female-biased expression, and two exhibited male biased expression (miR-92a and miR-221). miR-221 showed male-biased expression at 8, 15, and 21 weeks of age, exhibiting a 14-fold difference in expression (21 weeks) compared to females. This was the second highest fold change difference among all sex-biased miRNAs, with only male biased miR-183 having a greater sex-biased expression (17-fold). As there was no consistency in the sex-biased expression of the miRNAs, it is not clear what role X-chromosome inactivation may play in the control of sex-biased miRNA expression. No miRNAs are encoded on the rodent Y-chromosome, and only two miRNAs are Y-chromosome-encoded in humans [55].

The miRNAs with the most consistent female-biased expression were miR-29b (Fig. 3) and miR-152 (Fig. 3 and Fig. 4) with both showing an approximate 2-fold higher expression in females than males at 15, 21, 52, and 78 weeks of age. miR-29b is a key repressor of renal and pulmonary fibrosis [56, 57] and has recently been shown to inhibit hepatic fibrogenesis by directly targeting PIK3R1 and AKT3 in hepatic stellate cells [58]. The role of the miR-29 family, including miR-29b, in fibrosis disease has been recently reviewed and additional targets appear to be collagens [59]. miR-152 is dysregulated in rat models of NAFLD [60] and has been characterized to act as a tumor suppressor [61]. Thus, these sexually dimorphic miRNAs may play a role in differential susceptibility to liver pathology and disease.

miRNAs showing the most male-biased expression included miR-125b-5p, miR-99a*, miR-99a, miR-96, miR-221, and miR-183 (Fig. 3). miR-125b-5p and miR-99a showed the most consistent male-biased expression with sex differences observed at 15, 21, 52, and 78 weeks of age and fold changes ranging from 1.5 to 2.3. miR-99a* exhibited similar significant male-biased expression of 1.7- to 2.3-fold at 15, 52, and 78 weeks of age. miR-125b-5p and miR-99a are suggested to be co-expressed in humans from chromosome 21 and play a role in vincristine resistance of leukemia cells [62]. miR-221 and miR-96 showed relatively larger sex differences over the middle portion of the life span, with miR-221 expressed at 3-to 14.3-fold higher levels in males than females from 8 to 21 weeks of age, and miR-96 expressed at 2.2 to 7.2 higher levels in males than females from 21 to 78 weeks of age. miR-125b-5p and miR-221 play a role in glioma carcinogenesis and have been recently proposed as prognostic markers in assessing glioma tumors [63]. The expression of miR-183 exhibited the largest identified sex difference with 17.2-fold higher expression in males compared to females at 104 weeks of age. miR-183 and miR-96 are co-transcribed from the miR-183-96-182 cluster found on chromosome 4 in rats and chromosome 7 in humans [64], suggesting that post-transcriptional processing may independently control the expression of these miRNAs. MiR-183 has been shown to function in a pro-oncogenic manner by suppressing apoptosis and promoting proliferation in esophageal cancer cells [65].

The expression of 30 miRNAs was sexually dimorphic in the liver of adult (5 to 21 weeks of age) rats and there is evidence that they are involved in the regulation of 149 mRNAs (Table 1). The top five molecular functions associated with these mRNAs (cellular growth and proliferation, cell death and survival, cellular development, gene expression, and cell cycle) represent important pathways whose disruption or modification may be expected to contribute to disease susceptibility. In fact, by focusing on toxicological functions using the IPA database, these mRNAs appear to be involved in multiple processes related to liver disease, including necrosis, proliferation, fibrosis, hepatocellular carcinoma, and hyperplasia. Thus, this analysis suggests the sexually dimorphic expression of miRNAs described in this study may be reflective of sex differences in liver physiology and disease susceptibility.

In older rats from 52 to 104 weeks of age, the hepatic expression of 13 miRNAs was found to be sexually dimorphic, with evidence that they are involved in the regulation of 81 mRNAs (Table 1). The top five molecular functions associated with these mRNAs are identical to those described above for the sexually dimorphic mRNA targets in adults. Despite only seven sexually dimorphic miRNAs being in common between the adult and the old rats (miR-125b-5p, miR-152, miR-29b, miR-374, miR-96, miR-99a*, and miR-99a), 91% (74/81) of the mRNA targets in the old rats were also mRNA targets in the adult rats. This suggests that multiple miRNAs target the same mRNAs resulting in a similar impact on molecular functions. The toxicological functions of these mRNAs, however, were more limited in old rats compared to the adults. Only one significant toxicological function was associated with the 81 mRNA targets, liver necrosis. Thus, sexually dimorphic hepatic miRNA expression in old rats is mostly a subset of that in adults. The reduction in sexually dimorphic miRNA expression seen in this study is consistent with the finding of increased similarity of the male and female hepatic mRNA expression pattern at the oldest ages [15].

### Two-week-specific miRNAs linked to Dlk1-Dio3 cluster

A prominent feature of the *k*-means cluster (Fig. 2 and Additional file 4) is the high expression of 38 miRNAs in clusters 2 and 3 at 2 weeks of age with no to little expression at subsequent ages. A review of the miRNA annotations which included chromosome locations revealed a notable trend. Of the 38 miRNAs showing 2-week-specific expression, 31 of them (81%) were encoded on rat chromosome 6. Closer investigation revealed that these chromosome 6-encoded miRNAs were members of the delta-like 1 homolog-deiodinase, iodothyronine 3 (Dlk1-Dio3) miRNA cluster. The conserved DLK1-DIO3 miRNA cluster (located on 14q32 in humans) is the largest miRNA cluster in the human genome and includes 54 encoded miRNAs [66]. The Dlk1-Dio3 genomic region is an imprinted region containing two differentially methylated regions which control its regulation [67]. A subset of miRNAs within the Dlk1-Dio3 miRNA cluster, called the miR-379/410 cluster (containing 38 miRNAs), has been shown to be essential for neonatal liver energy homeostasis (hepatic glucose and lipid metabolism) in mice [68]. miR-379, miR-410, and 16 other miRNAs from this subcluster were among the 2-week-specific miRNAs in our study and were present in *k*-means clusters 2 or 3. Their association with neonatal energy homeostasis is consistent with their expression at 2 weeks of age, when animals are transitioning from maternal energy sources to independent feeding. miRNA members of the Dlk1-Dio3 cluster have also been shown to be activated in embryonic stem cells [69] and positively correlate with stem cell pluripotency and proliferation [70]. In a mouse model of myocardial infarction, 29 miRNAs originating from the Dlk1-Dio3 cluster were activated in cardiomyocytes after induced tissue damage [71], suggesting their role in tissue remodeling efforts to replace damaged cardiac tissue. Taken together, these findings suggest a role for Dlk1-Dio3 cluster miRNAs in liver proliferation, differentiation, and energy homeostasis at 2 weeks of age, consistent with the potentially affected pathways/functions (e.g., cellular growth and proliferation, cellular development, cellular growth and maintenance) identified from possible mRNA targets of these miRNAs (Table 1).

In addition, the miRNAs expressed predominantly at 2 weeks of age have predicted mRNA targets that impact the hematological system (Table 1). These three target mRNAs (PRDM1, BCL6, and XBP1) are important transcription factors and regulators of B and T cell differentiation, with all three encoded proteins interacting with each other [72, 73]. This is consistent with the mid-gestation to early juvenile expression of hematopoiesis in the liver, which ends by postnatal day 35 [74]. Thus, the high level expression of these miRNAs at 2 weeks of age and the dramatically reduced levels by 5 weeks of age correlates with the hematopoietic potential of the liver.

### miRNA hepatic expression differences between adult and old rats

The expression of a small number of hepatic miRNAs significantly differed between adult (5–21 weeks of age) and old (52–104 weeks of age) rats, 17 in males and 14 in females. The expression of six (miR-29a, miR-29b, miR-29c, miR-34a, miR-375, and miR-466b-2*) was altered in both males and females (Table 1). There were 109 potential target mRNAs for the 17 male miRNAs and 115 for the 14 female miRNAs, with 77 (~42%) found in both males and females. This high degree of overlap of the mRNA targets resulted in the prediction of similar molecular function changes as both males and females matured from adults to old age. Three of the five most significantly affected functions predicted to be affected included cellular death and survival, cellular growth and proliferation, and cell cycle. The miR-29 family and miR-34a, whose expression was altered in both older males and older females, are relatively well-studied miRNAs, and their roles in cell proliferation and apoptosis are established [75, 76]. In addition, the miR-29 family members appear to play a significant role in the development of liver fibrosis, possibly through the regulation of collagen expression [59]. Thus, miRNA control of important functions of liver maintenance appears to be altered in aged males and females, and may contribute to the age-associated susceptibility to liver disease, including fibrosis [77].

### miRNA expression associates with histopathology

Tables 3 and 4 show the expression of specific miRNAs associated with the presence or absence of specific liver histopathology. Increased expression of miR-451 and decreased expression of miR-18a were associated with the presence of hepatic basophilic loci, which are considered pre-neoplastic lesions [53]. miR-451 has recently been suggested as a prognostic biomarker of hepatocellular carcinoma (HCC), with decreased expression in HCC tissues correlating with advanced stage, metastasis, and worse disease-free or overall survival [78]. In vitro studies demonstrated inhibition of cell growth, possibly through direct suppression of the NF-κB pathway [79] suggesting that the increased expression associated with the presence of basophilic foci, observed in the present study, may be a compensatory response to the pre-neoplastic lesion. In addition, increased serum levels of miR-451 were recently found in patients with NAFLD [80]. Altered expression of miR-18a has also been implicated in the development of HCC through modulation of the estrogen receptor (ER) alpha protein [81] with increased expression promoting the downregulation of the ER alpha. Because the estrogen pathway appears to be protective for HCC [82], this may be a key factor in explaining the increased susceptibility of males to HCC. The decreased expression of miR-18a found to be associated with basophilic foci in the present study may, again, be a compensatory response to the pre-neoplastic basophilic foci.

Increased expression of both miR-99a and miR-203 was associated with the presence of hepatic bile duct hyperplasia, a common aging lesion [83]. miR-99a appears to be a tumor suppressor in the liver [84] that possibly acts through inhibition of the RNA-induced silencing complex, Ago2 [85]. Several studies suggest that miR-203 also acts as a tumor suppressor in the liver [86–88] by inhibition of liver cell proliferation. Altered expression of miRNA-203 has also been found to be associated with alcoholic steatohepatitis [89]. Thus, even though the exact role of these miRNAs in the development of hepatic basophilic foci and bile duct hyperplasia is not known, as described above, these miRNAs have been shown in a variety of in vitro, in vivo, and bioinformatics studies to have a fundamental impact on liver cell biology. Additional targeted studies will be needed to evaluate these miRNAs as possible biomarkers for these liver lesions and their possible roles in development of age- and sex-dependent susceptibility to liver pathology.

### Association of miRNA and mRNA expression

miRNAs have been shown to regulate protein expression by a diverse set of mechanisms, some of which destabilize mRNA targets [19]. Combining miRNA and mRNA expression levels may allow a fuller understanding of the influence of miRNAs on mRNA expression in the rat liver. mRNA expression in the livers of rats from this same study, measured by microarrays, has been previously published [15] and are available in the gene expression omnibus database (GSE21335). Preliminary analysis of the expression of mRNA targets listed in Table 1 shows that 226 of the 464 mRNA targets (49%) were expressed at detectable levels. Of these detectable mRNA targets, the expression of an average of 26% of mRNAs in each class was significantly (*p* < 0.05) changed with an inverse relationship to the miRNA expression change; that is, when the miRNA was significantly upregulated, the target mRNA was significantly downregulated, or vice versa. Thus, the stability of a substantial fraction of the detectable target mRNAs appears to be directly affected by the miRNAs listed in Table 1.

The relationship between miRNAs and their targets, however, is complex and not completely understood [90]. For example, multiple miRNAs can affect a single mRNA, and a single miRNA can affect multiple mRNAs. Since the miRNAs may control protein expression by mRNA degradation and/or inhibition of translation, there may not be a direct inverse relationship between miRNA levels and target mRNA levels. In addition, there may be other factors that affect expression, such as DNA methylation, transcription factors, and histone modifications. Also, the current state of knowledge regarding miRNA-mRNA relationships in the liver is incomplete. The relative lack of sensitivity of the older microarray technology used to measure mRNA levels [15] may be responsible for the low detectability of the predicted target mRNAs. However, better quantitative and sensitive methods, such as RNA-Seq, may allow more accurate evaluation of the correlation of miRNA expression with target mRNA expression. Additional confirmatory computational and experimental analyses, including protein quantitation, will be required to fully understand the role of miRNAs and other gene regulatory mechanisms in the control of hepatic gene expression.

## Conclusions

As a key first step in understanding epigenetic mechanisms that may influence sex- and age-related susceptibilities to adverse liver events, genome-wide characterization of liver miRNA expression profiles in both sexes during the rat life span was carried out. miRNAs exhibited largely stable expression between sexes and across the rat life span with the exception of a conspicuous pattern of 38 miRNAs showing 2-week-specific expression. This pattern at 2 weeks of age was explained in large part by co-localization of 31 miRNAs to the Dlk1-Dio3 cluster on chromosome 6. This cluster is putatively associated with early developmental proliferation and differentiation, and postnatal liver energy homeostasis, which is consistent with the developmental events occurring in immature animals at 2 weeks of age. Pathway analysis of sex-biased miRNAs in adult and old rats identified sexually dimorphic molecular functions and toxicological functions that may reflect sex differences in liver physiology and disease susceptibility. The expression of specific miRNAs (miR-451, miR-18a, miR-99a, and miR-203) was found to associate with sexually dimorphic histopathology findings of basophilic foci and bile duct hyperplasia. As rats mature from adults to old-age, miRNAs involved in cell death, cell proliferation, and cell cycle (miR-29 family and miR-34a) were found to change expression. In addition, miR-29 family members may be involved in susceptibility to fibrosis. Thus, the expression of miRNAs involved in the control of important liver functions was shown to change during the rat life span and between the sexes, and may contribute to the age- and sex-associated susceptibility to liver disease.

## Additional files

Additional file 1: 212 differentially expressed miRNAs by age for each sex. The age contrast with differential expression is given along with fold-ratio, ANOVA FDR, degrees of freedom (df), ANOVA F statistic, and *p* values for both males and females. (XLSX 232 kb)
Additional file 2: 214 miRNAs differentially expressed by age and/or sex. Each miRNA is shown as differentially expressed by age, sex, or both age and sex, along with the *k*-means cluster number from Fig. 2 and chromosome mapping position. (XLSX 20 kb)
Additional file 3: Age-related differences in miRNA expression. Identification of miRNAs in Venn diagrams in Fig. 5. (XLSX 26 kb)
Additional file 4: 38 miRNAs with 2-week-old-specific expression. Identification of 2-week-old-specific miRNAs, along with expression level in each rat liver sample, *k*-means cluster number (from Fig. 2), differential expression by age and/or sex, and chromosome mapping position. (XLSX 34 kb)
Additional file 5: 43 significantly differentially expressed miRNAs between 52, 78, and 104 weeks of age males and females compared to 5–21 weeks of age baseline group. Presence or absence of histopathological findings is given with the relative fold change in expression of the miRNAs. (XLSX 10 kb)

## Abbreviations

DEMs: Differentially expressed miRNAs
DILI: Drug-induced liver injury
Dlk1-Dio3: Delta-like 1 homolog-deiodinase, iodothyronine 3
ER: Estrogen receptor
FDR: False discovery rate
FE: Feature Extraction
HCC: Hepatocellular carcinoma
IPA: Ingenuity Pathway Analysis
miRNAs: microRNAs
NAFLD: Non-alcoholic fatty liver disease
NCTR: National Center for Toxicological Research
NS: Not significant
PC: Principal component
PCA: Principal component analysis
qPCR: Quantitative PCR
RINs: RNA integrity numbers
TGS: Total gene signal

How the deposited data were processed for this re-analysis (not part of the article)

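Liver miRNA of 45 female and 43 male rats of 9 ages was measured on 88 one-colour Agilent rat miRNA arrays, with 1 animal on each array and no pooling. For each array the authors deposited the output of Feature Extraction (version 10.7 in the paper's methods), in which the signal of every spot and the total gene signal of every miRNA are linear intensity values with the background subtracted by that software, and in which 0.1 stands for a miRNA that was not detected. The authors also deposited 1 table of ratio values, in which the total gene signal of an array is divided by the 75th percentile of its expressed miRNAs on the linear scale, and in which 1 floor stands for undetected values. The paper's methods state that 363 of the 677 miRNAs were discarded because they were detected on no array, that undetected signals were set to 1.84, that the values were log2-transformed and scaled to the 75th percentile, and that the models were fitted in SAS 9.3.

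The total gene signals were read from the 88 deposited scanner files, with spots joined by probe name. The array held 1644 probe sequences for 677 miRNAs, with 20 spots for each miRNA. A miRNA counted as detected where its total gene signal was above 0.1, which gave 314 miRNAs detected on at least 1 array, the same number as under the software's own detection flag. On each array the value of rank 236 among the 314 was taken as the 75th percentile, with 1.84 in place of undetected signals (the lowest measured signal was 1.836), and detected signals were divided by it. Undetected values were set to 0.0120, the lowest normalized value measured on any array, and every value was log2-transformed. Of the 27632 values, 11869 (43.0%) were undetected. The values were compared with the deposited table, where 1 of 15763 detected values differed by more than 0.01 percent, that of miR-24-2* on the array of 104-week male 5 (0.0296 from the scanner file and 0.0120 in the table).

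No target spot was saturated, and a median of 2.76% and at most 7.53% of an array's spots were marked as outliers by the software. A total of 17 arrays were extracted with a later version of the array design file. Scan times, parted where more than 8 hours lay between 2 arrays, divided the arrays into scans 1 to 5, and these served as the batch because the text of the paper and the sample labels do not give the authors' 4 processing batches by sample. The column labels of Fig. 2 carry batch codes, which were read by eye in part, after the values were seen. The median 75th percentile was 145 in scan 5 and between 48.8 and 80.0 in the other scans. The replicate numbers in the labels were tested for pairing over the 103 miRNAs detected on every array. The deviations from the group means had a mean correlation of 0.0532 between arrays of different groups with the same number and -0.00759 between those with different numbers, and 17 of 33 pairs of a male and a female of one age with the same number were above 0.1, so the numbers were not taken to pair the animals.

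Group comparisons used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on the log2 values of the 314 expressed miRNAs, without a block. Differences by age were tested within each sex by the F test over the 9 ages and by the 36 pairwise contrasts, both at a Benjamini-Hochberg adjusted p under 0.05 and with at least 1.5-fold in a contrast. Males and females were compared at each age within 1 model of all 88 arrays and 18 groups, so that groups of 4 and 5 arrays shared 1 estimate of the spread, at an adjusted p under 0.05 within the age and at least 1.5-fold. The age classes were young (2 weeks), adult (5 to 21 weeks) and old (52 to 104 weeks), compared within each sex at the same thresholds. The interaction of sex with the change from adult to old was tested over all arrays at an adjusted p under 0.05, without a fold threshold. The comparison of 52, 78 and 104 weeks with the 5 to 21 week baseline used an unadjusted p under 0.05 and at least 1.5-fold. It was limited, within each sex, to miRNAs with a mean normalized intensity of at least 0.3 in 1 or more of the 4 groups compared. The same procedure was tested on simulated data with 60 changed miRNAs among 314 in each of 8 comparisons. Between 68.3% and 96.7% of the changed miRNAs were recovered, and between 0% and 5.7% of the calls were false. The simulated values were normally distributed without a floor, whereas 43.0% of the real values were undetected and set to 1 value. These rates therefore do not carry over to miRNAs with undetected arrays. Single values were compared with exact permutation tests, or with 100000 random permutations where more than 10 arrays were compared. For each count of calls, 100 splits of the same arrays, the real one included, were fitted again.

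Principal components were computed from the log2 values of the miRNAs called here, centred and not scaled, and k-means with 10 clusters from the paper's list of 214 miRNAs. The 38 miRNAs specific to 2 weeks of age are those of clusters 2 and 3 in the paper's additional file, and their folds are differences of mean log2 values between the 2-week arrays and all later arrays of the same sex. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 was used. Named miRNAs are those that the paper names in its Results, Tables 3 and 4 and Figures 3, 4 and 6 for the comparison at hand, and, for each comparison, the 3 with the largest log2 difference among those past the thresholds whose arrays do not overlap between the groups. The 3 largest among miRNAs detected in both groups were added after the values were seen. Exceptions are marked as chosen after their values were seen.

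The alternatives changed the scaling (the percentile over all miRNAs of the array, or over the miRNAs detected on all arrays, or quantile normalization), the signal (the mean processed signal of the spots, or normexp background correction with an offset of 50), the value for undetected miRNAs, the filter, the adjustment, the test, the arrays in the fit, and the block (scan, slide or replicate number), and left out each array in turn. Normexp was applied to the median spot signal, since the deposited files hold no mean spot signal. Arrays on 1 slide had a consensus correlation of 0.117 in the female age model. On 36 arrays the 75th percentile over all 677 miRNAs was the value for an undetected miRNA. Lists of miRNAs that mark skeletal muscle, exocrine pancreas, erythroid blood, white blood cells, epithelium and bile duct, and hepatocytes were written before the tests on them, and their results are given among the other observations. Additional files 1 and 4 of the paper were held in part only, and no test on a set of miRNAs used them. Target predictions, messenger RNA, histopathology and polymerase chain reaction data were not analysed here.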

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

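The tests in this part were chosen after the results they concern were seen, namely those on the brightness of scan 5, on the spread of the named miRNAs, on the array of 5-week female 2, on the change from adult to old in the 2 sexes, and on the miRNAs between Dlk1 and Dio3.

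On 4 arrays the 75th percentile of the signal lay far from the rest of their group. It was 187 for 15-week female 6 (others 62.3 to 77.3), 72.4 for 15-week male 4 (36.0 to 41.8), 188 for 21-week female 6 (46.4 to 54.7) and 144 for 78-week female 2 (82.7 to 93.0). Chance alone makes about 1 in 20 groups look like this, and 18 groups were examined. All 4 arrays were from scan 5, which held 16 of the 88 arrays (Fisher's exact test, p = 0.00078) and had a median 75th percentile of 145. A candidate explanation is that scan 5 gave brighter arrays, and 4 of 4 arrays from that scan is what this would give. Not every array of scan 5 was bright. That of 6-week male 1 had 29.0, the lowest of its group (others 37.5 to 54.9). That of 104-week female 7, with 77.6, lay within its group (49.8 to 93.8). Each array was divided by its own percentile, which removes a common factor but not a change in how many dim miRNAs are detected. No biological explanation was tested, since age and sex are the same within a group.

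Among the miRNAs the text names, single arrays lay far from the rest of their group in 16 of 212 groups and miRNAs tested (7.55%), where chance gives 5%. For miR-122 these were 15-week female 4 with 798 (others 989 to 1057), 2-week female 5 with 527 (617 to 637) and 52-week male 7 with 1051 (888 to 920). For miR-99a they were 2-week female 1 with 8.73 (7.68 to 7.89) and 6-week male 1 with 7.48 (9.28 to 9.94). For miR-152 they were 2-week male 3 with 0.759 (1.02 to 1.12) and 78-week male 6 with 1.87 (0.720 to 0.809), and for miR-18a 2-week male 3 with 0.307 (0.506 to 0.580) and 5-week female 6 with 0.231 (0.381 to 0.466). For miR-203 they were 5-week female 2 with 0.641 (0.175 to 0.231) and 8-week female 6 with 0.560 (0.720 to 0.774). The others were miR-183 in 104-week male 3 with 0.154 (0.234 to 0.249), miR-34b in 15-week female 5 with 0.139 (0.211 to 0.236), miR-125b-5p in 78-week female 2 with 14.9 (9.07 to 10.3), miR-96 in 78-week female 3 with 0.184 (0.229 to 0.238) and miR-221 in 8-week male 5 with 0.292 (0.481 to 0.573). Chance spread between arrays may account for most of them, since 7.55% is close to the 5% that chance gives. For the array of 78-week male 6, whose miR-152 stood near the level of the 78-week females, a swap of animals or labels stays open and was not tested. A difference between single animals stays open for each array and was not tested.

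The array of 6-week female 2 detected 193 miRNAs, where the other arrays of its group detected 155 to 160. It was the 1 array among the 18 groups whose number of detected miRNAs lay far from the rest, which is what chance alone gives in 18 groups. No cause was tested.

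In 6 groups 1 array lay far from the rest in the number of the 38 miRNAs specific to 2 weeks of age that it detected. The array of 2-week male 3 detected 35 (others 38). At later ages the array of 5-week female 2 detected 20 (others 0 to 4), 5-week male 6 detected 7 (others 3), 21-week female 6 detected 4 (others 0 to 1), 6-week female 2 detected 3 (others 0) and 104-week male 3 detected 0 (others 2). Such small whole numbers make a single array look far away more often than the 1 in 20 of a measure without ties. All 6 arrays also stood at the same end of their group in the total number detected, with 165 for 2-week male 3 (others 217 to 255), 229 for 5-week female 2 (160 to 190), 200 for 5-week male 6 (163 to 191), 199 for 21-week female 6 (162 to 185), 193 for 6-week female 2 (155 to 160) and 164 for 104-week male 3 (190 to 201). No cause was tested for these arrays except that of 5-week female 2.

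For 5-week female 2, 13 of the 31 miRNAs of the set on chromosome 6 were detected. RNA of a 2-week liver mixed into this sample would bring all of them at 1 share of their 2-week level. The shares ran from 1.66% to 26.4% among the detected ones, and miR-154*, undetected, was below 0.711%, so that the highest share was 37.2 times the lowest limit. The largest SD of a member detected on every 2-week array was 0.87 on the log2 scale over those arrays. The tables therefore argue against an admixture of a 2-week liver as the whole source. This array was also the brightest and most sensitive of its group, with a 75th percentile of 145 (others 35.4 to 65.6) and a lowest detected level of 0.0207 (others 0.0365 to 0.0597). For 8 of the 20 members, at or below 0.0597, this stays open as the reason for their detection. The other 12 lay above it, and 9 of them were detected on none of the other 4 arrays, against 5 of 57 other miRNAs in the same range of levels (Fisher's exact test, p = 6.13e-06), which argues against a more sensitive array as the whole cause. Muscle tissue carried in with the liver was a further candidate explanation, because this array also had the highest miR-1 of the 5-week arrays, 6.38. The 2 arrays among the 9 of 5 weeks that detected miR-127, miR-136 and miR-434 were also the 2 highest in miR-1 (exact probability 0.0278). These 3 were the only members of the set on the other array, 5-week male 1, so the probability does not bear on the whole set. On the 5-week arrays without miR-1, the members detected numbered 7, 3, 2 and 0 (males 6 and 4, females 3 and 6). On those with it they numbered 20, 4, 3, 3 and 1 (females 2 and 4, males 1 and 3, female 1). Against muscle, the 1 array of a later age with as much miR-1 detected none of miR-127, miR-136 and miR-434. Muscle and a late shutdown of the region in this animal cannot be told apart here, because only 2 arrays of 5 weeks detected those 3 miRNAs and young muscle was not measured. A biological difference between animals 5 weeks old stays open and was not tested.

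The change from adult to old differed between the sexes for 5 miRNAs, tested as an interaction in limma over all arrays without a fold threshold. The log2 change in males minus that in females was 0.61 for miR-125b-5p (adjusted p = 0.0401, changes 0.81 and 0.20), 0.52 for miR-31 (adjusted p = 0.0456, changes 0.16 and -0.36), 0.70 for miR-34a (adjusted p = 0.00533, changes 1.64 and 0.94), 1.91 for miR-96 (adjusted p = 0.0275, changes -0.30 and -2.21, where the fall in males comes from the array of 78-week male 6, on which it was not detected, and was a rise of 0.19 without that array, with an interaction of 2.40) and 0.63 for miR-99a (adjusted p = 0.0401, changes 0.87 and 0.24). A chance division of the arrays can be excluded for their number, although with 1 array left out between 1 (without 52-week male 10) and 7 were called. Processing batches unevenly spread over the sexes are argued against as the cause, since with the scan as a block 5 of the 5 were called again (adjusted p from 0.00281 to 0.0459). Whether the 75th percentile was shifted by the miRNAs that change cannot be told apart from a true interaction by the alternatives run. Under 3 of the 6 other scalings and signals all 5 were called, while with the percentile over all miRNAs of the array (a constant on 36 arrays) 0 miRNAs were called, with quantile normalization 3 of the 5 and with normexp 1 of the 5. A difference between the sexes in ageing is among the open explanations. The adult class pooled the ages from 5 to 21 weeks. Within it, miR-99a and miR-125b-5p were called male-biased at 15 and 21 weeks and not at the younger adult ages. For them the interaction cannot separate a change in old rats from a sex difference that arose within the adult class. In contrast, miR-31, miR-34a and miR-96 were called sex-biased at no adult age.

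The reference table places 99 of the 677 miRNAs of the array between Dlk1 and Dio3 on chromosome 6. Of these 52 were detected, 31 of them among the paper's 38, and 14 of the other 21 were detected on 2-week arrays alone. Among these 14 are 5 that the paper's list of 214 does not hold, miR-134 and miR-369-3p on 1 male array each, and miR-300-5p, miR-376a* and miR-541* on 2 male arrays each, with no female array. These 5 were looked at after their values were seen. Of the miRNAs detected elsewhere and outside the paper's 38, 5 of 255 were detected on 2-week arrays alone (Fisher's exact test, p = 9.75e-15). More miRNAs were detected on the 2-week arrays than on most others, and this alone would raise the share of every dim miRNA. Among miRNAs detected on 10 or fewer arrays the shares were 14 of 19 in the region and 5 of 50 elsewhere (Fisher's exact test, p = 5.52e-07), which argues against the number of detected miRNAs as the whole cause. A candidate explanation is that the whole region is active in the 2-week liver. The signals are near the detection limit, and another tissue of the young animal stays open as a source.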

How the results depend on the processing

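The settings chosen after seeing the values are the t-tests and ratios of means on linear intensities, the t-test of the paper's methods with an unadjusted p for pairs, with the scan or with 4 batches as a term, the plain test of all 88 arrays with the scan as a term, and undetected values raised to the lowest detected signal of their array. All others in this part had been set in advance. The main value stands in brackets after each alternative value, and the cause of a change was not tested unless it is given.

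Over the 155 values of named miRNAs, 131 of them past the thresholds, 16 alternatives set in advance gave 2175 values, of which 1850 had the same direction and side of the thresholds, 249 were weaker, 58 stronger and 18 had the other direction. Leaving out 1 array at a time gave 2395 fits, of which 2262 had the same direction and side and 0 the other direction, and 28 of the 155 values changed side in at least 1 of them.

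As a fixed block the scan left 28 of 28 counts within 1.5 times the main count, as they did with the deposited normalized table and with the plain test of all 88 arrays with the scan as a term. The same held for 11 of 11 counts with the adjustment over all ages together and 4 of 4 with unadjusted pairwise p. Of the 155 named values, 12 became weaker and 2 stronger with the scan as a block. The deposited table changed none of the 155.

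Normexp background correction moved 21 of the 28 counts. The sex-biased miRNAs fell to 6 at 2 weeks (59), 4 at 15 weeks (29), 1 at 21 weeks (19), 3 at 52 weeks (21), 2 at 78 weeks (12), 3 at 104 weeks (14), 0 at 6 weeks (2, and 15 at an unadjusted p under 0.05 with limma) and 22 at any age (117). Between young and adult rats it called 36 in females (125) and 57 in males (156), between young and old rats 50 in females (144) and 65 in males (153), and between adult and old rats 6 in females (14) and 6 in males (16), with 2 for the interaction (5). Against the 5 to 21 week baseline it called 5 (22) and 5 (16) in females at 52 and 104 weeks, 6 (12), 5 (19) and 10 (19) in males at 52, 78 and 104 weeks, and 16 (46) in all. The cluster 3 mean fell to 2.05-fold in males (112) and 1.63-fold in females (61.0), the male to female ratio of the 2-week set to 1.27 (1.84), and the set's miRNAs above 10-fold to 0 in males (34) and 0 in females (26), while the share of miRNAs with a coefficient of variation under 50% rose to 97.2% (61.4%). By its construction an offset of 50 is added to every signal, which pulls the dim miRNAs together. Normexp also turned 16 sex differences of named miRNAs from female-biased to a positive log2 difference, male minus female, at 8 weeks for miR-505* (0.17), miR-326 (0.20), miR-191* (0.22), miR-183 (0.13) and miR-598-3p (0.16), at 15 weeks for miR-339-3p (0.29), miR-532-3p (0.30), miR-425 (0.014), miR-34b (0.21), miR-374 (0.31) and miR-185 (0.18), at 21 weeks for miR-34b (0.12), miR-598-3p (0.12) and miR-340-3p (0.14), at 52 weeks for miR-34b (0.052) and at 78 weeks for miR-374 (0.26).

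Taking the 75th percentile over all miRNAs of the array moved 12 of the 28 counts. The sex-biased miRNAs numbered 36 at 2 weeks (59), 1 at 6 weeks (2), 102 at 8 weeks (16), 13 at 15 weeks (29), 5 at 21 weeks (19), 3 at 78 weeks (12) and 4 at 104 weeks (14). Between adult and old rats it called 8 in females (14) and 6 in males (16), for the interaction 0 (5), and against the baseline 7 at 52 weeks (22) and 25 at 104 weeks (16) in females. The cluster 3 means were 131-fold in males (112) and 70.5-fold in females (61.0), and 1.14% of the miRNAs had a coefficient of variation under 50% (61.4%). At 8 weeks it turned miR-29b to 0.64 (-0.75) and miR-203 to 0.11 (-1.28). On 36 arrays this percentile was the value for an undetected miRNA, so that by construction these arrays were scaled by a constant and not by their signal.

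Taking the percentile over the miRNAs detected on all arrays gave 16 miRNAs for the interaction (5), 20 at 78 weeks in females against the baseline (13), a cluster 3 mean of 144-fold in males (112) and a male to female ratio of 2.41 for the 2-week set (1.84). With quantile normalization the sex-biased miRNAs at 15 weeks numbered 17 (29), the cluster 3 means were 57.8-fold in males (112) and 26.7-fold in females (61.0), and 70.5% of the miRNAs had a coefficient of variation under 50% (61.4%). With the mean processed signal the interaction gave 11 (5) and the sex-biased miRNAs numbered 1 at 5 weeks (0), 1 at 6 weeks (2) and 10 at 8 weeks (16). The cluster 3 means were then 79.5-fold (112) and 44.5-fold (61.0), the PC1 share 57.6% (48.1%) and the share under 50% variation 72.7% (61.4%). With the raw minimum put in before scaling, young and adult females differed in 202 miRNAs (125) and young and old females in 218 (144), the cluster 3 means were 40.8-fold (112) and 27.4-fold (61.0), and the share under 50% variation was 72.7% (61.4%).

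The scaling also moved the division of calls. Young against old in males, higher and lower in old rats, was 128 and 54 with the percentile over all miRNAs, 48 and 17 with normexp and 139 and 59 with the raw minimum (90 and 63). In females it was 118 and 50 with the first and 158 and 60 with the last (80 and 64). Young against adult in males was 139 and 56 with the mean processed signal (94 and 62). Female-biased and male-biased miRNAs at 52 weeks numbered 7 and 9 with quantile normalization and 9 and 14 with the mean processed signal (13 and 8). They were 8 and 4 with quantile normalization and 6 and 4 with the mean processed signal at 8 weeks (14 and 2). At 78 weeks the mean processed signal gave 9 and 9 and the raw minimum 4 and 6 (8 and 4). For 104 weeks the numbers were 1 and 3 with the percentile over all miRNAs, 3 and 8 with quantile normalization and 3 and 12 with the mean processed signal (1 and 13).

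Without the filter at 0.3 of normalized intensity, the miRNAs changed against the baseline numbered 38 at 78 weeks (13) and 26 at 104 weeks (16) in females, 34 at 78 weeks (19) and 40 at 104 weeks (19) in males and 105 in all (46). More miRNAs are tested without it. An adjusted p in place of the unadjusted one left 8 at 52 weeks in females (22) and 12 at 104 weeks in males (19), as a stricter threshold must. Testing the miRNAs detected on every array of a group alone gave 7 sex-biased miRNAs at 78 weeks (12), as did the slide as a random block.

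A fit on the compared groups alone gave 2 miRNAs for the interaction (5) and 0 sex-biased miRNAs at 6 weeks (2, and 15 at an unadjusted p under 0.05), 5 at 78 weeks (12) and 1 at 104 weeks (14). The t-test of the paper's methods gave the same 3 numbers at those ages, with adjusted or unadjusted p for pairs. These fits estimate the spread from fewer arrays. As linear intensities, t-tests and ratios of means gave 1 at 6 weeks (2), 4 at 78 weeks (12) and 2 at 104 weeks (14), and at an unadjusted p they gave 1 at 5 weeks (0), 4 at 6 weeks (2), 30 at 8 weeks (16), 34 at 52 weeks (21) and 26 at 78 weeks (12).

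When the scan was a term in the t-test of the paper's methods, the sex-biased miRNAs numbered 29 at 2 weeks (59), 0 at 6 weeks (2), 1 at 8 weeks (16), 15 at 15 weeks (29), 9 at 52 weeks (21), 1 at 104 weeks (14) and 61 at any age (117). Put together as 4 batches, with the array scanned alone joined to another scan, the numbers at 2, 6, 15, 52 and 104 weeks were again 29, 0, 15, 9 and 1 in each case. Those at 8 weeks and at any age were 3 and 63 when it was joined to scan 2, 6 and 64 when joined to scan 3 or scan 4, and 4 and 63 when joined to scan 5, with adjusted or unadjusted p for pairs.

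The replicate block, which takes the replicate numbers of the labels as a block although the arrays show no pairing by them, gave 2 miRNAs for the interaction (5). The other 27 counts stayed within 1.5 times, and of the named values 7 became weaker and 1 stronger.

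The cluster 3 means with arithmetic means of the intensities were 103-fold in males (112) and 54.9-fold in females (61.0). Raising undetected values to the lowest detected signal of their array gave 24.8-fold and 18.6-fold, and 19 and 16 miRNAs of the 2-week set above 10-fold in males and females (34 and 26). The PC1 share was 37.7% with all detected miRNAs (48.1%). The share of miRNAs under 50% variation was 79.0% with group means, which average out the spread between arrays (61.4%). Other random starts of k-means gave 2, 3 or 4 clusters specific to 2 weeks in 10 of 20 starts (1).

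With 1 array left out, the ranges of the counts were 167 to 185 by age in females, 162 to 175 in males, 208 to 216 in either sex and 216 to 230 for age or sex. Between young and adult rats they were 116 to 130 in females and 149 to 157 in males, between young and old rats 135 to 152 and 146 to 158, and between adult and old rats 12 to 15 and 15 to 17. Against the baseline they were 16 to 25, 11 to 16 and 12 to 20 in females and 11 to 14, 11 to 22 and 14 to 20 in males at 52, 78 and 104 weeks, and 43 to 50 in all. For the interaction the range was 1 to 7. The sex-biased miRNAs ranged from 57 to 64 at 2 weeks, 0 to 0 at 5 weeks, 1 to 3 at 6 weeks, 8 to 15 at 8 weeks, 17 to 32 at 15 weeks, 13 to 20 at 21 weeks, 13 to 26 at 52 weeks, 11 to 19 at 78 weeks, 9 to 18 at 104 weeks and 103 to 122 at any age. The PC1 share ranged from 45.5% to 49.3%, the cluster 3 means from 111-fold to 113-fold in males and 59.7-fold to 63.3-fold in females, the male to female ratio from 1.74 to 1.94, the miRNAs above 10-fold from 33 to 37 in males and 25 to 28 in females, and those higher in males from 35 to 37.

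Single arrays moved some counts by more than 1.5 times. These were 11 (19) at 78 weeks in males against the baseline without 78-week male 6, and among the sex-biased miRNAs 1 (2) at 6 weeks without any of females 1, 5 and 6 and male 1, 8 (16) and 10 (16) at 8 weeks without females 4 and 5, 17, 19 and 18 (29) at 15 weeks without females 1, 2 and 6, 13 (21) at 52 weeks without male 1, 19 (12) at 78 weeks without female 2 and 9 (14) at 104 weeks without male 2. The interaction count moved by more than 1.5 times in 25 of 78 fits, to 1 without 52-week male 10, 3 without 104-week female 8 and 2 in the other fits.

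The signal over background limits the size of the folds. The lowest detected intensity of an array was 3.61 times the value for an undetected miRNA, and of the 43 sex differences of 4-fold or more, 5 stayed so with undetected values raised to the lowest detected signal, while 145 of all 172 calls stayed at 1.5-fold or more. Every alternative set in advance was run, normexp on the median spot signal because the deposited files hold no mean spot signal.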

Differences from the paper's values

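The values compared numbered 157, of which 24 differed from the paper's by more than the spread and more than 1.5-fold, 4 of them among the 87 folds of Fig. 3. The alternatives set before the data were examined that gave the counts of sex-biased miRNAs were 14, namely the 75th percentile over all miRNAs of the array, the 75th percentile over the miRNAs detected on all arrays, quantile normalization, normexp background correction, the mean processed signal, the raw minimum before scaling, the deposited table, the miRNAs detected on every array of a group alone, the adjustment over all ages together, a fit on the compared groups alone, the t-test of the paper's methods, and the scan, the slide or the replicate number as a block. Each difference below names those under which the value was within 1.5 times the paper's or within the spread, and under the others of the 14 it was not.

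The number of sex-biased miRNAs at any age was 117 (the paper's 65), within the paper's with the compared groups alone, the mean processed signal, the miRNAs detected on every array of a group alone, the raw minimum and the t-test of the methods. The same 5 alternatives brought the male-biased number, 59 (the paper's 33), within it, and for the female-biased number, 62 (the paper's 32), these were the percentile over the miRNAs detected on all arrays and quantile normalization. Those biased at 1 age numbered 88 (the paper's 54), within it with the same 5 as the total and with quantile normalization and the adjustment over all ages together. Those biased at more than 1 age numbered 29 (the paper's 11), and none of the 14 brought this within it. Those with both an age and a sex difference numbered 102 (the paper's 63), within it with the same 5 as the total and with quantile normalization, and not with the other 9 of the 15 alternatives run for it.

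At 2 weeks the number was 59 (the paper's 29), within it with the percentile over all miRNAs of the array. The female-biased number was 24 (the paper's 12), within it with the compared groups alone, quantile normalization and the t-test of the methods, and the male-biased number 35 (the paper's 17), within it with the miRNAs detected on every array of a group alone. At 6 weeks it was 2 (the paper's 0), within it with the compared groups alone, normexp and the t-test of the methods. At 8 weeks it was 16 (the paper's 4), with 14 female-biased (the paper's 3) and 2 male-biased (the paper's 1), none of them within the paper's under any of the 14. At 15 weeks it was 29 (the paper's 15), within it with the percentile over all miRNAs of the array, quantile normalization and the adjustment over all ages together, and 19 were female-biased (the paper's 8), within it with the first 2 of these. At 52 weeks it was 21 (the paper's 9), with 13 female-biased (the paper's 2), neither within it under any of the 14. At 78 weeks 8 were female-biased (the paper's 5), within it with the percentile over the miRNAs detected on all arrays, the raw minimum, and the replicate number, the scan or the slide as a block. At 104 weeks it was 14 (the paper's 1), within it with the compared groups alone and the t-test of the methods.

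The mean fold of cluster 3 at 2 weeks in males was 112 (the paper's 28). Of the 9 alternatives run for it, the raw minimum before scaling brought it within the paper's, with 40.8, and the other 8 did not, while undetected values raised to the lowest detected signal of their array, chosen after seeing the values, gave 24.8. In females it was 61.0 (the paper's 53). The paper thus gives males the lower fold, opposite to the order here and to the higher level in males that it reports for these miRNAs, and what its value for males stands for is open. For miR-221 at 21 weeks the fold of males over females was 7.97 (the paper's 14.3), within it with the percentile over all miRNAs of the array and with the scan as a block. For miR-340-5p at 78 weeks the fold of females over males was 3.13 (the paper's about 1.6 in Fig. 3, read by eye), and for miR-410 at 2 weeks that of males over females was 3.72 (the paper's about 2.1 in Fig. 3, read by eye), both within it with the mean processed signal. For miR-96 at 78 weeks the fold of males over females was 2.20 (the paper's about 5.4 in Fig. 3, read by eye), within it under none of the 14.

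Further settings, all chosen after seeing the values, put the scan into the t-test of the paper's methods, and the last of them were tried one after another and compared with the paper's values. The paper's methods name 4 processing batches but no batch term in the models. Column labels in Fig. 2, enlarged and read by eye after the values were seen, carry batch codes. The code B1 stood on all 13 arrays of scan 2 and B4 on all 16 of scan 5 and on the array scanned alone, while B2 and B3, on the arrays of scans 3 and 4, could not be told from each other on every label. With the scan as a term, which was chosen after seeing the values, 23 of 39 counts equalled the paper's. With 4 batches, also chosen after seeing the values, the equal counts were 25, 29, 28 and 32 when the array scanned alone was joined to scan 2, 3, 4 or 5, and 32 with scan 5 and an unadjusted p for pairs. Of these, the assignment to scan 5 was picked, after seeing the values, because it gave the F statistic that the paper's Additional file 1 lists for 1 miRNA. The other settings chosen after seeing the values gave 5 equal counts with an unadjusted p for pairs in the t-test, 10 with the plain test of all 88 arrays and the scan as a term, and, of 10 counts, 1 and 0 with t-tests on linear intensities at an adjusted and an unadjusted p.

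Under each of the 4 assignments to batches, chosen after seeing the values, the sex-biased miRNAs numbered 29 at 2 weeks, 0 at 6 weeks, 15 at 15 weeks, 9 at 52 weeks, 9 at 78 weeks and 1 at 104 weeks, which are the paper's values, and those with an age or sex difference 214, which is the paper's value. With scan 5 they numbered 4 at 8 weeks, the paper's value, 17 at 21 weeks (the paper's 20) and 63 at any age (the paper's 65). With the scan or 4 batches as a term, chosen after seeing the values, miR-221 at 21 weeks was 14.3-fold (log2 difference 3.83), miR-340-5p at 78 weeks 1.62-fold, miR-410 at 2 weeks 2.06-fold and miR-96 at 78 weeks 5.43-fold.

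Of the paper's miRNAs with a sex difference, 54 were called here and 11 were not, and of those with an age difference 208 were called and 4 were not. Among the 11 and the 4, the scan as a block called 2 and 4, the slide 2 and 0, the replicate number 2 and 1, the percentile over all miRNAs of the array 5 and 2, that over the miRNAs detected on all arrays 3 and 1, quantile normalization 3 and 2, normexp 1 and 2, the mean processed signal 3 and 1, the raw minimum 1 and 1, the miRNAs detected on every array of a group 1 and 0, and the compared groups alone and the t-test of the methods 4 and 0 each. Chosen after seeing the values, the settings with 4 batches called 10 and 4, that with the scan in the t-test 10 and 3, the plain test of all 88 arrays with the scan 2 and 3, the t-test with unadjusted p for pairs 4 and 0, and t-tests on linear intensities 3, or 7 at an unadjusted p, of the 11.

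Of the 87 entries of Fig. 3, all 87 had the same direction here and 65 were called. Among the 22 not called, of which 1, miR-290 at 21 weeks, was called under no setting run, the settings with 4 batches and scan 3, 4 or 5, chosen after seeing the values, called 21, those with scan 2 or with the scan in the t-test 20, and t-tests on linear intensities 7, or 12 at an unadjusted p, all likewise chosen after seeing the values. Among the alternatives set before the data were examined, the mean processed signal called 10, the compared groups alone and the t-test of the methods 8 each, quantile normalization 7, the percentile over the miRNAs detected on all arrays and the raw minimum 5 each, the percentile over all miRNAs of the array 4, normexp, the scan and the slide 2 each, and the replicate number and the miRNAs detected on every array of a group 1 each.

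The paper states that no miRNA was female-biased at one age and male-biased at another, and 4 were here. The number was 5 with the scan or the slide as a block, 3 with the percentile over all miRNAs of the array, the compared groups alone and the t-test of the methods, 1 with the percentile over the miRNAs detected on all arrays and quantile normalization, 0 with normexp and 4 with the other 6 of the 14. With the scan or 4 batches as a term in the t-test, chosen after seeing the values, it was 0. It names miR-183 alone as sex-biased at 104 weeks, where 14 miRNAs were called here. It finds no sex-biased miRNA at 6 weeks, where 2 were called here. It lists miR-221 at 8 weeks, miR-29b at 78 weeks and miR-96 at 21 and 78 weeks as sex-biased, and none of these was past the thresholds here (log2 differences, male minus female, 1.43, -0.55, 1.12 and 1.14). Among the settings that call them, miR-29b at 78 weeks was called with the mean processed signal and with normexp, miR-96 at 78 weeks with normexp and the raw minimum, miR-96 at 21 weeks with the compared groups alone and the t-test of the methods, and miR-221 at 8 weeks with the percentile over all miRNAs of the array, quantile normalization, the mean processed signal, the raw minimum, the compared groups alone and the t-test of the methods.

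The paper lists miR-18a as lower in females of 78 and 104 weeks than at 5 to 21 weeks, and here it was below the filter and not tested (log2 differences -0.77 and -0.60). The filter here was taken over the 4 groups compared, with 5 to 21 weeks pooled, while at 5 weeks alone the mean was above it (0.386). Without the filter it was called at both ages, and with the mean processed signal at 78 weeks. The paper lists miR-203 as not changed in females, and here it was past the thresholds at 52 and 78 weeks (log2 differences 0.77 and 0.78) and not with the scan as a block. The paper describes most miRNAs outside the 2-week set as having a coefficient of variation under 50%, and puts the share higher than the 61.4% found here. The alternatives with a share as high as the paper's were group means (79.0%), the mean processed signal and the raw minimum (72.7% each), quantile normalization (70.5%) and normexp (97.2%).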

Other observations

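The tests in this part that were chosen after seeing the results are those on the female-biased miRNAs and the male excess at 2 weeks, on the second principal component, on the change from adult to old in miR-1, miR-133b and miR-375, on the sex differences of 4-fold or more, on the numbers of female-biased and male-biased miRNAs at 15 and 104 weeks, on miR-96 with miR-183, on the number at 2 weeks beside the other ages, and the other divisions of the arrays. Those on muscle, pancreas and blood in the liver, on the batches at each age and on the scaling of the 2-week arrays were written before their results were seen.

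For each count, 100 divisions of the same arrays into groups of the same sizes, the real one included, were fitted again. Chance can be excluded for the miRNAs that differ by age in females and in males (1 division of 100 as large, the real one), for the 6 comparisons of age classes, for the interaction, for the 6 comparisons with the 5 to 21 week baseline (1 of 100, and 2 of 100 for 104-week females), and for the sex-biased miRNAs at 2, 8, 15, 21 and 52 weeks and at any age (1 of 100 each). The divisions were drawn without regard to the scan, so they do not exclude it as a source. With the scan as a term in the t-test of the paper's methods, chosen after seeing the values, the number fell from 17 to 1 at 8 weeks. At that age the females were in 2 scans and the males in 5. It also fell from 44 to 29 at 2 weeks, from 29 to 15 at 15 weeks and from 23 to 9 at 52 weeks. At 21 weeks it rose from 13 to 17. In limma with the scan as a block it was 61, 12, 32, 15 and 20 at 2, 8, 15, 21 and 52 weeks. For the sex-biased miRNAs chance cannot be excluded at 6 weeks (7 of 100), 78 weeks (48 of 100) and 104 weeks (9 of 100). At 5 weeks the count was 0 with limma (9 at an unadjusted p under 0.05, and 0 with the t-test of the paper's methods), so that every division was as large (100 of 100) and the test says nothing.

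The number of sex-biased miRNAs differed between ages, and in the main setting 2, 15, 21 and 52 weeks had the most. This order depended on the processing, since 8 weeks had the most with normexp (11, and 6 at 2 weeks) and with the percentile over all miRNAs of the array (102, and 36 at 2 weeks). The latter scaled 36 arrays by a constant. Processing batches unevenly spread over the sexes are argued against as the cause of the higher number at 2 weeks in the main scaling, which was 61 with the scan and 64 with the slide as a block, where the highest at another age was 32. The order of the other ages is open. With the scan as a block the lowest count at the 4 ages was 15 and the highest at the other 5 ages 14, and with the slide as a block 21 and 8 weeks had 16 each. With 1 array left out the counts ranged from 17 to 32 at 15 weeks, 13 to 20 at 21 weeks, 13 to 26 at 52 weeks, 11 to 19 at 78 weeks and 9 to 18 at 104 weeks, and from 57 to 64 at 2 weeks. The lowest were those at 15 weeks without female 1, at 52 weeks without male 1 and at 104 weeks without male 2, and the highest at 78 weeks was that without female 2.

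At 15 weeks more miRNAs were female-biased (19) than male-biased (10). A candidate explanation is that fewer miRNAs were detected on the male arrays, since 5 of the 19 female-biased calls and 6 of the 10 male-biased calls were detected on every array of that age. Whether the difference in the number detected is technical or a difference between the sexes was not tested. For 104 weeks, with 13 male-biased calls and 1 female-biased call, the same explanation is argued against by 8 male-biased calls that were detected on every array of that age.

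Of the 43 sex differences of 4-fold or more, 5 were still of 4-fold or more with undetected values raised to the lowest detected signal of their array. The size of these folds may therefore come from a value for undetected miRNAs that lies below the detection limit of the arrays.

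Between young and adult males, 94 miRNAs were higher and 62 lower in adults. With the 75th percentile over the miRNAs detected on all arrays, 18.0% of the calls were higher in adults. A candidate explanation for part of the differences is that the 75th percentile itself was shifted by the miRNAs that change, and the same may hold for the female-biased miRNAs at 2 weeks, of which 3 were called under that scaling (24 in the main setting). Which scaling shows the true direction stays open, and the spike-in controls that the arrays carry were not analysed here. The higher level of the 38 miRNAs specific to 2 weeks in males than in females did not depend on it. In the main setting and under 6 other scalings and signals, the lowest log2 difference of the set mean was 0.34, with normexp, and every male array lay above every female array (exact permutation test, p = 0.00794 each, the smallest that 5 arrays against 5 can give). This argues against the scaling as its cause, and a difference between the sexes in the 2-week liver is a hypothesis.

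Lists of marker miRNAs were tested for variation together over the 88 arrays, as the mean rank correlation within a list beside the 95th percentile of random sets of like level. For skeletal muscle (5 of 5 on the array, 0 on every array) it was 0.518 against 0.287, and for miR-1, miR-133a, miR-133b and miR-206 alone 0.739 against 0.322. The highest levels were 22.5 for miR-1, 39.2 for miR-133b and 2.85 for miR-206, all on the array of 15-week male 2. Muscle tissue carried in with some livers is a candidate explanation, and a difference in the liver itself stays open, since 4 of the 5 are in the paper's list of 214. For exocrine pancreas (3 of 4 on the array, 0 on every array, 1 in that list) it was 0.440 against 0.399. The highest levels were 0.892 for miR-216a and 0.673 for miR-217, and all 5 arrays with miR-217 were among the 16 with miR-216a (Fisher's exact test, p = 0.000111). A candidate source is pancreatic tissue carried in with the liver. The lists of blood gave 0.684 against 0.737 for erythroid cells (2 of 3 on the array, 2 on every array) and 0.488 against 0.490 for white blood cells (4 of 4, on every array). That of epithelium and bile duct gave 0.470 against 0.221 (5 of 5, 2 on every array), and that of hepatocytes 0.851 against 0.721 (3 of 3, on every array, with miR-122 up to 1284). In the paper's list of 214 stood 2, 4, 3 and 3 of these last 4 lists.

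Between adult and old females miR-133b, detected on 14 of 25 adult and 3 of 15 old arrays, fell by 3.64 on the log2 scale (limma, adjusted p = 0.0244). For miR-1, 13 of 25 adult and 0 of 15 old female arrays detected it (Fisher's exact test, p = 0.000467). Over the 28 arrays that detected both, the 2 had a Pearson correlation of 0.976 and a rank correlation of 0.972 (permutation p = 1e-05 for each, the smallest they can give, and 1e-05 adjusted over the 4 relations tested in this part). Without the 2 most extreme arrays the correlation was 0.963, and it was 0.973 within scan 3 (12 arrays) and 0.988 within scan 4 (11 arrays), with 2 and 3 arrays in scans 2 and 5. Of the other muscle miRNAs in females, miR-206 was detected on 10 of 25 adult and 0 of 15 old arrays, and miR-133a on 4 and 0. In contrast, miR-499 was detected on 20 of 25 adult and 11 of 15 old arrays, with a log2 difference of -0.12. Muscle tissue carried in more often with adult than with old female livers is a candidate explanation of the change in miR-1 and miR-133b, which miR-499 did not share. A change with age in the liver stays open and was not tested.

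On the second principal component, where arrays of 52 to 104 weeks lay apart from those of 5 to 21 weeks, 59.7% of the squared loadings fell on miR-1, miR-133b, miR-206 and miR-499, of which miR-133b held 27.9%, miR-1 21.6% and miR-206 10.0%. Muscle tissue carried in with the liver may thus make up much of this component. In an analysis without these 4 miRNAs, the scores of the second component had, over the 78 later arrays, a rank correlation of 0.912 and a Pearson correlation of 0.902 with the number of miRNAs detected on an array (permutation p = 1e-05 for each, the smallest they can give, adjusted 1e-05). The correlation was 0.919 without the 2 most extreme arrays and 0.794, 0.924, 0.766 and 0.955 within scans 2 to 5 (12, 27, 25 and 13 arrays). A candidate explanation of that component is the number of miRNAs detected, which may follow array quality or the animals. The third component without the 4 miRNAs held 4.93% of the variance and had mean scores of 2.27 ± 3.77 (SD, n = 29) in the older and -1.44 ± 2.98 (SD, n = 49) in the younger arrays (permutation p = 1e-05, the smallest they can give). The older arrays were higher by 6.27, 2.96, 3.77 and 3.27 within scans 2 to 5. Its largest squared loadings were those of miR-429 (11.3%), miR-96 (8.17%) and miR-221 (7.31%). A difference by age is therefore left on a component that held less of the variance. The miRNAs in it were called for differences by age or sex, so its permutation p is not independent of that selection.

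For miR-375, which was higher in old than in adult rats by 1.47 in females and 1.96 in males on the log2 scale, pancreatic tissue carried in with the liver is argued against. Without the arrays that detected miR-216a or miR-217 the differences were 1.75 in females (11 old and 17 adult arrays, permutation p = 3e-05) and 2.34 in males (14 old and 21 adult arrays, permutation p = 0.00047). A change with age in the liver stays open as a hypothesis.

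For the higher miR-451 in females of 78 and 104 weeks, blood left in the liver and a change in the liver itself cannot be told apart. Over the 78 later arrays miR-451 and miR-144, the 2 erythroid miRNAs on the array, had a rank correlation of 0.580 and a Pearson correlation of 0.627 (permutation p = 1e-05 for each, the smallest they can give, adjusted 1e-05). The correlation was 0.605 without the 2 most extreme arrays and 0.752, 0.618, 0.660 and 0.397 within scans 2 to 5 (12, 27, 25 and 13 arrays). Blood would also raise miR-144 in the same groups, and its differences to 5 to 21 weeks of 0.67 at 78 weeks and 0.68 at 104 weeks on the log2 scale were not past the threshold (limma, unadjusted p = 0.144 and 0.138, with 4 and 5 of 5 arrays above the median of 5 to 21 weeks). At 52 weeks the 2 went apart, with 0.55 for miR-144 (unadjusted p = 0.233) and -0.06 for miR-451 (unadjusted p = 0.796). Both were detected on every array, and a change in the liver cells was not tested.

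At 104 weeks miR-96 and miR-183 were both male-biased. They lie on chromosome 4 with 0 genes between them in the reference table, and the paper describes them as transcribed together in a cluster with miR-182. At 104 weeks miR-182 was male-biased as well, whereas at 52 weeks miR-96 was called without miR-182 or miR-183. A shared primary transcript of miR-96 and miR-183 is a candidate explanation of their joint bias. Over the 29 arrays that detected both, the Pearson correlation was 0.754 and the rank correlation 0.775 (permutation p = 1e-05 for each, the smallest they can give, adjusted 1e-05), with 0.674 without the 2 most extreme arrays, 0.888 within scan 3 (11 arrays) and 0.466 within scan 4 (13 arrays), and with 5 arrays in scan 5 and 0 in scan 2. The correlation within scan 4 was lower, so that part of the relation over all arrays may follow the scan.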
